# LincRNA H19 protects from dietary obesity by constraining expression of monoallelic genes in brown fat

**DOI:** 10.1038/s41467-018-05933-8

**Published:** 2018-09-06

**Authors:** Elena Schmidt, Ines Dhaouadi, Isabella Gaziano, Matteo Oliverio, Paul Klemm, Motoharu Awazawa, Gerfried Mitterer, Eduardo Fernandez-Rebollo, Marta Pradas-Juni, Wolfgang Wagner, Philipp Hammerschmidt, Rute Loureiro, Christoph Kiefer, Nils R. Hansmeier, Sajjad Khani, Matteo Bergami, Markus Heine, Evgenia Ntini, Peter Frommolt, Peter Zentis, Ulf Andersson Ørom, Jörg Heeren, Matthias Blüher, Martin Bilban, Jan-Wilhelm Kornfeld

## Abstract

Increasing brown adipose tissue (BAT) thermogenesis in mice and humans improves metabolic health and understanding BAT function is of interest for novel approaches to counteract obesity. The role of long noncoding RNAs (lncRNAs) in these processes remains elusive. We observed maternally expressed, imprinted lncRNA *H19* increased upon cold-activation and decreased in obesity in BAT. Inverse correlations of *H19* with BMI were also observed in humans. *H19* overexpression promoted, while silencing of *H19* impaired adipogenesis, oxidative metabolism and mitochondrial respiration in brown but not white adipocytes. In vivo, *H19* overexpression protected against DIO, improved insulin sensitivity and mitochondrial biogenesis, whereas fat *H19* loss sensitized towards HFD weight gains. Strikingly, paternally expressed genes (PEG) were largely absent from BAT and we demonstrated that *H19* recruits PEG-inactivating *H19*-MBD1 complexes and acts as BAT-selective PEG gatekeeper. This has implications for our understanding how monoallelic gene expression affects metabolism in rodents and, potentially, humans.

## Abstract (web summary)

Brown adipose tissue (BAT) thermogenesis counteracts obesity and promotes metabolic health. The role of long non-coding RNAs (lncRNAs) in the regulation of this process is not well understood. Here the authors identify a maternally expressed lncRNA, H19, that increases BAT oxidative metabolism and energy expenditure.

## Introduction

Obesity results from chronic imbalances between caloric intake and energy expenditure (EE), which finally culminates in development of cardiometabolic complications^1^, artherosclerosis,^2^ liver manifestations of metabolic disease^3^, and type 2 diabetes (T2D)^1^. In contrast to white adipose tissue (WAT), which primarily stores lipids, brown adipose tissue (BAT) represents a specialized organ that supports energy catabolism by converting dietary and stored nutrients like lipids and glucose into heat (non-shivering thermogenesis) by virtue of uncoupling the electrochemical energies stored in proton gradients across mitochondrial membranes^4^. The (re)-discovery of functional BAT in (adult) humans^5^, the observation that surgical and genetic ablation of BAT sensitizes towards obesity in mice^6^ and the clinically relevant fact that reductions in ambient temperatures improve metabolism in lean^7^ and diabetic^8^ subjects, spurred great interest in harnessing the catabolic properties of BAT for therapeutic purposes. In recent years, significant progress was made in understanding and functionally dissecting the transcriptional and epigenetic control of BAT differentiation and function by protein-coding genes^9^. Yet, large-scale sequencing initiatives such as ENCODE^10^ demonstrated that RNA transcription is not confined to protein-coding genes but constitutes a pervasive phenomenon observed throughout the majority of genomes in higher organisms^11^, giving rise to thousands of small noncoding RNAs like microRNAs but also long noncoding RNAs (lncRNAs). LncRNAs are (arbitrarily) defined as transcripts ≥200 nt with low species conservation at the nucleotide level, low coding potentials, and simplistic gene architectures^12^. Although lncRNA numbers are debated, RNA-Seq meta-analyses in human tissues identified >60,000 lncRNAs, which surpassed the ca. 22,000 coding genes detected in the same study^13^.

Despite progress in identifying and functionally dissecting lncRNAs involved in cellular and organismal ageing^14^, metabolic homeostasis^15^, and adipose tissue biology^16,17^, our understanding of how lncRNA control adipogenesis and BAT differentiation and function in particular remains elusive. To gain molecular insights into these processes, we here performed RNA-Sequencing (RNA-Seq) in BAT of mice exposed cold or exposed to chronic high-fat diet feeding and observed that monoallelically expressed (imprinted) lncRNA *H19* correlated with BAT activation in mouse, but also humans. In vitro and in vivo gene manipulation identified BAT-selective roles for *H19* in controlling adipocyte differentiation and function and systemic energy metabolism. Crucially, we found that many adipose-selective imprinted genes expressed from paternal alleles were absent from BAT and could demonstrate that *H19* forms *H19*-MBD1 chromatin modifier complexes that specifically repress paternally expressed imprinted genes in brown, not white, adipocytes, thereby serving as selective PEG gatekeeper in BAT.

## Results

### RNA-sequencing for BAT-regulatory lncRNAs

To identify mRNAs and lncRNAs correlating with BAT function, we exposed lean C57BL/6 mice to thermal stress (4 °C for 24 h) compared to 22 °C housed mice or to chronic high-fat-diet (HFD) compared to micronutrient-matched control diet (CD) feeding. Next, we performed RNA-Sequencing (RNA-Seq) in these BAT samples and observed 1394/433 upregulated and 1147/429 downregulated mRNAs together with 71/6 upregulated and 101/33 downregulated lncRNAs across cold/DIO conditions (fold-change ≥2 or ≤−2; Fig. 1a-d, Supplementary Data 1,2). Alterations in BAT thermogenesis were confirmed by elevated and decreased *Uncoupling Protein 1 (Ucp1)* and *ELOVL Fatty Acid Elongase 3* (*Elovl3*) mRNA expression during cold or diet-induced obesity (DIO), respectively (Fig. 1e, f). Due to its BAT-selective expression—as for *Ucp1* and *Elovl3* (Fig. 1e–g)—and strong eutherian sequence conservation, we focussed on the intergenic lncRNA (lincRNA) *H19*, which was induced in cold-exposed and decreased in obese BAT (Fig. 1g). Notably, *H19* expression was not altered accordingly in subcutaneous (scWAT) or visceral (vWAT) white adipose depots in contrast to browning/beiging markers like *Ucp1* (Fig. 1h-j), arguing for a selective involvement of *H19* in brown but not beige adipocyte differentiation and function.

**Fig. 1:**
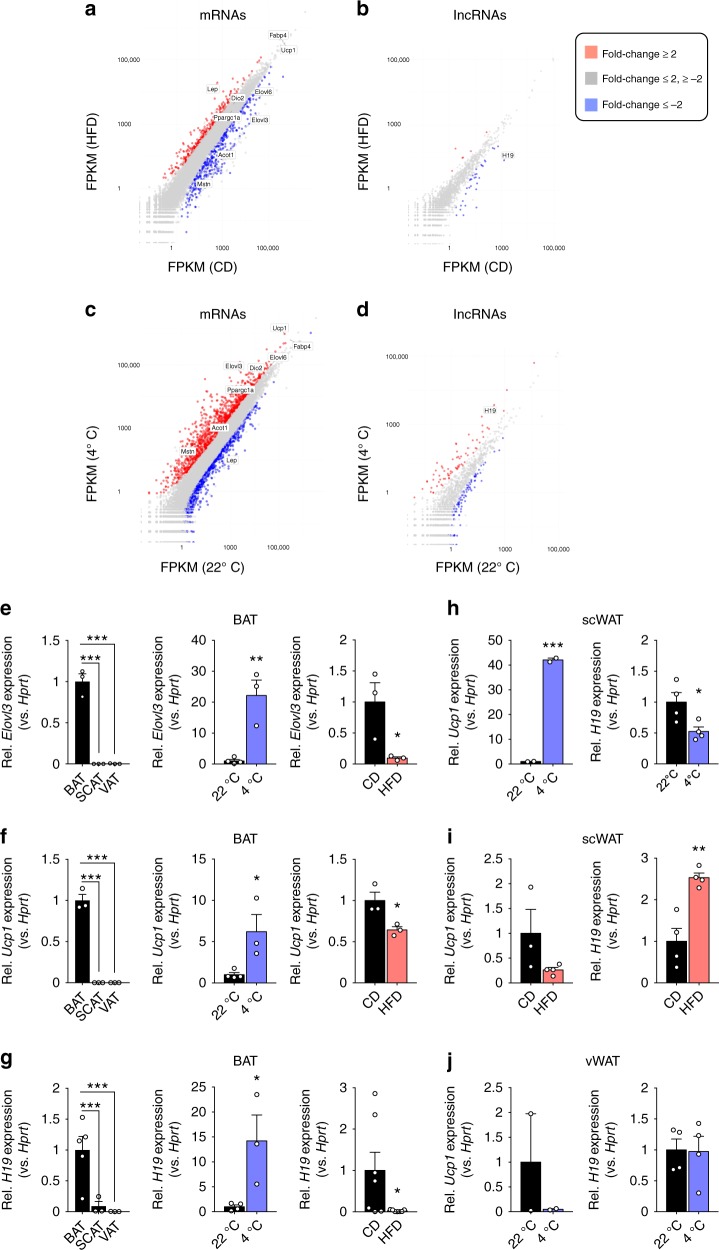
RNA-Seq reveals lincRNAs correlating with brown fat function in vivo. **a**, **b** Plot of BAT (**a**) mRNA or (**b**) lincRNA expression after HFD or CD feeding (RNA-Seq, *n* = 2 per biological condition). **c**, **d** Plot of BAT **c** mRNA or **d** lincRNA expression after 24 h of 4 °C or 22 °C (RNA-Seq, *n* = 2 per biological condition). **e**–**g** BAT, scWAT, and vWAT expression of **e** *Elovl3* **f** *Ucp1*, and **g** *H19* expression in CD-fed mice (*n* = 3–5 per given tissue, left), in CD-fed mice housed at 22 °C (*n* = 4) versus 24 h of 4 °C (*n* = 3, middle) and HFD-fed (*n* = 3 for *Elovl3* and *Ucp1*, *n* = 7 for *H19*) versus CD-fed mice (*n* = 3 for *Elovl3* and *Ucp1*, *n* = 7 for *H19*, right, qRT-PCR. **h**, **i** scWAT expression of *Ucp1* and *H19* in **h** mice housed at 22 °C (*n* = 2 for *Ucp1*, *n* = 4 for *H19*) versus 24 h of 4 °C (*n* = 2 for *Ucp1*, *n* = 4 for *H19*) and **i** HFD-fed (*n* = 4) versus CD-fed (*n* = 3 for *Ucp1*, *n* = 4 for *H19*) mice. **j** vWAT *Ucp1* and *H19* expression in mice housed at 22 °C versus 24 h of 4 °C (*n* = 2 for *Ucp1*, *n* = 4 for *H19*). Unless stated, bar graphs represent mean ± s.e.m. with all data points plotted and unpaired, two-tailed Student’s *t*-tests were used to assess statistical significance. *p < 0.05, **p < 0.01, ***p < 0.001. If applicable *p*-values are indicated within the panel

### H19 controls brown adipogenesis and BAT oxidative metabolism

When performing locked nucleic acid (LNA)-mediated RNA interference (RNAi) in stromal-vascular fraction (SVF) adipocyte precursor cells isolated from three major adipose depots (BAT, scWAT, and vWAT), we observed blunted lipid accumulation, reduced Oil Red O (ORO) lipid staining, and impaired expression of BAT markers like *Cell Death-Inducing DFFA-Like Effector A (Cidea)*, *Iodothyronine Deiodinase 2 (Dio2)*, and *Ucp1*, as well as reduced UCP1 and PPARG Coactivator 1 Alpha (PGC1A) protein levels, together with common adipose tissue markers like *Adiponectin (Adipoq)*, *CCAAT/Enhancer Binding Protein Alpha (Cebpa)*, *Fatty Acid Binding Protein 4 (Fabp4)*, and *Peroxisome Proliferator Activated Receptor Gamma (Pparg)* upon *H19* RNAi in primary adipocyte precursor cells. We thus concluded that *H19* is required for the commitment of BAT but not scWAT or vWAT-derived progenitors (Fig. 2a–c).

**Fig. 2:**
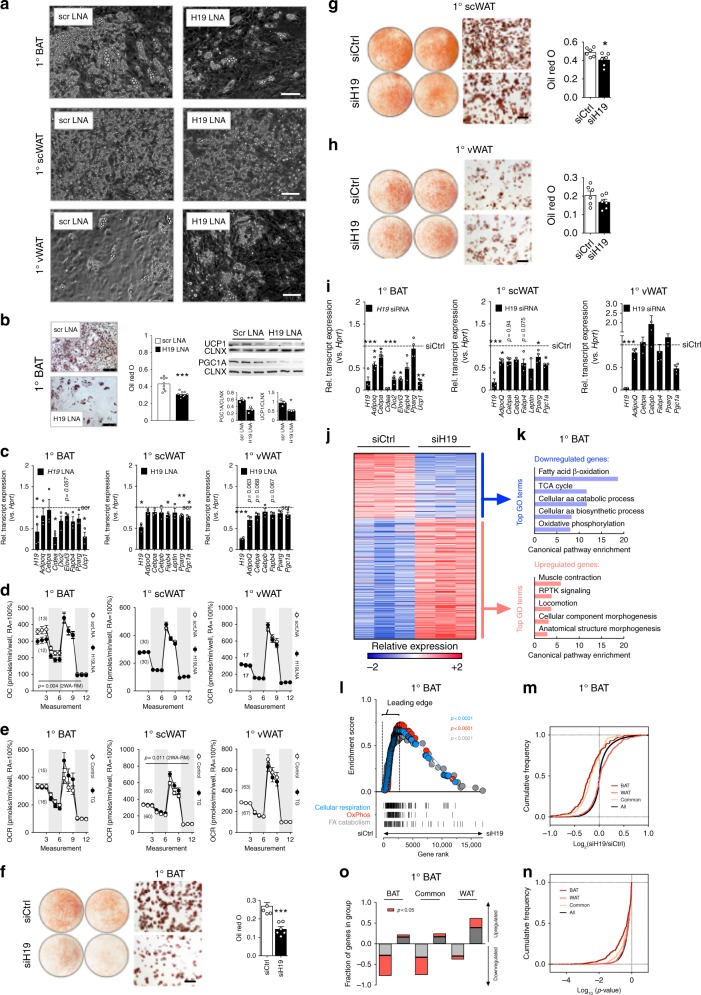
LincRNA H19 required for brown but not white adipocyte differentiation and function. **a** Photomicrograph of BAT, scWAT, and vWAT 1° adipocytes transfected with scrambled (scr) or *H19* LNAs. Pictures represent *n* = 6 (1°BAT) or *n* = 3 (others) experiments, *n* = 3 replicates each. Scale bar, 100 µm **b** ORO staining and quantification, PGC1A/UCP1 immunoblot and quantification of 1°BAT transfected with scr or *H19* LNA. Scale bar, 250 µm. **c** Expression of indicated mRNAs in BAT, scWAT and vWAT 1° adipocytes transfected with scr or *H19* LNAs. A paired, two-tailed Student’s *t*-test was used to assess significance across *n* = 3 experiments, *n* = 3 replicates each. **d** Oxygen consumption rates (OCR) in 1° adipocytes from indicated depots transfected with scr or *H19* LNA. Alternating backgrounds depict medium, oligomycin, FCCP, and rotenon plus antimycin A injections. Numbers of measured wells are indicated in brackets. **e** OCRs in 1° adipocytes from indicated depots from H19 TG or Controls. **d**, **e** A two-way ANOVA with repeated measurements (2WA-RM) was applied to assess significance. **f**–**h** ORO-stained 6-well plates, ORO photomicrographs and ORO densitometry in **f** BAT, **g** scWAT, and **h** vWAT 1° adipocytes transfected with *H19* (siH19) versus control (siCtrl) siRNAs. An unpaired, two-tailed Student’s *t*-test was applied to assess significance. Scale bar, 250 µm **i** Expression of indicated mRNAs transfected with siH19 or siCtrl. An unpaired, two-tailed Student’s *t*-test was applied to assess significance across *n* = 3–4 experiments, *n* = 3 replicates each. **j** Expression change of 1410 mRNAs differentially expressed (*p* < 0.05, fc ≥ 1.3-fold) in siH19-transfected mature brown adipocytes. **k** Top 5 GO terms enriched (*p* < 0.05, Bonferroni correction) among mRNAs showing significantly higher (top) or lower (bottom) expression (*p* < 0.05) upon siH19 versus siCtrl. **l** GSEA for brown adipogenesis, OxPhos, and mitochondrial biogenesis. *p* empirical *p*-value. **m**, **n** Cumulative distributions of expression changes **(m)** and *p*-values **(n)** for all, BAT-specific, WAT-specific, and common adipogenic genes in siH19-treated mature brown adipocytes. **j**, **m**, **n** Changes are siH19 log2 expression (FPKM) ratios over siCtrl. **o** Proportion of gene sets upregulated (L2R > 0) or downregulated (L2R < 0) in siH19-treated cultured mature brown adipocytes. Unless stated, bar graphs represent mean ± s.e.m. with all data points plotted for (**b**, **c**, **f**–**h**, **i**. *p < 0.05, **p < 0.01, ***p < 0.001. If applicable *p*-values are indicated

Next, we aimed to dissect the cell-intrinsic and metaboregulatory properties of *H19* using in vitro gain/loss-of-function approaches. Cellular bioenergetics analyses using Seahorse technology confirmed and calculation of coupling efficiencies further supported that *H19* RNAi impaired (Fig. 2d, Supplementary Fig. 1a, c), whilst *H19* overexpression supported oxidative metabolism, uncoupling and extracellular acidification rates (ECAR) in differentiated brown adipocytes (Supplementary Fig. 1b, d, f) and sensitized brown adipocytes to stimulation with beta3-adrenoreceptor agonist CL316,243 (Supplementary Fig. 1e). This illustrates that *H19* supports adipocyte differentiation but also thermogenic gene expression, oxidative metabolism and mitochondrial dynamics in mature adipocytes in a BAT-specific manner. Interestingly, glycolysis was unaltered in *H19* overexpressing adipocytes (Supplementary Fig. 1g), pinpointing towards selective roles of *H19* in mitochondrial lipid oxidation not carbohydrate metabolism.

*H19* was reported to reside in nuclear, but also cytoplasmic and ribosomal fractions in other cell types^11,18^. As LNA-mediated RNAi acts via RNAse H-mediated transcript decay predominantly in nuclei, we next targeted *H19* using small interfering RNAs (siRNAs), which act preferentially in the cytoplasm. We observed *H19* loss across subcellular compartments using both techniques (Supplementary Fig. 1h, i). Doing so, we confirmed critical roles for *H19* in commitment of brown and subcutaneous^19^ adipocytes as demonstrated by decreased ORO staining (Fig. 2f–h) and reduced expression of brown and white adipogenesis markers including *Pgc1a* (Fig. 2i). Expression of adipocyte precursor genes like *Delta Like Non-Canonical Notch Ligand 1* (*Dlk1*), Runt Related Transcription Factor 2 (*Runx2*), *Platelet Derived Growth Factor Receptor Alpha* (*Pdgfra*), *GATA Binding Protein 2* (*Gata2*), *Lymphocyte Antigen 6 Family Member E* (*Ly6a*), and *Transforming Growth Factor Beta 2* (*Tgfb2*) remained high in BAT, but not scWAT or vWAT-derived mature adipocytes upon LNA/siRNA-mediated *H19* silencing (Supplementary Fig. 2a, b). Independent *H19* LNA and siRNA inhibitors evoked similar arrests in brown adipocyte differentiation and impaired expression of BAT markers (Supplementary Fig. 2c, d).

*H19* was historically discovered as monoallelically expressed gene in which solely maternal alleles express *H19* in an epigenetic process termed genomic imprinting. Here, the reciprocally expressed *H19*-*Igf2* imprinted gene cluster critically depends on the enhancer-blocking properties of *CCCTC-Binding Factor (Ctcf)* proteins^20,21^. As no defects in BAT adipogenesis occurred after *Ctcf* RNAi (Supplementary Fig. 2e) and because BAT *Ctcf* and *Igf2* levels were not affected by DIO or cold (Supplementary Fig. 2f, g), we reasoned that cold/DIO-evoked alterations in *H19* are not secondary to altered *H19*-*Igf2* imprinting, corroborating earlier reports about reduced *H19* expression independent from traditional *H19*-*Igf2* imprinting control^22^. Further, the *H19*-encoded microRNA *miR-675* was not expressed in BAT (Supplementary Fig. 2h, i), arguing against the involvement of *miR-675* in brown adipocyte differentiation as observed for myogenic lineage determination^23^.

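RNA from 24 cultures of primary (1°) precursor cells was sequenced, 3 for each combination of depot (BAT or vWAT), siRNA (siCtrl or siH19) and day (d0 or d3). The precursors came from the stromal-vascular fraction, the cells that remain once the lipid-filled adipocytes are removed from the tissue. The d3 cells had been kept in differentiation conditions for 3 days. The paper describes different media for the depots, with rosiglitazone for vWAT and triiodothyronine for BAT in the differentiation medium. siCtrl is a non-targeting siRNA, and both siRNAs were delivered at 100 nmol/l by nucleofection. The paper describes single-end reads of 75 nucleotides, whereas the sample labels describe paired-end reads of 100 nucleotides. The authors aligned the reads to the mouse genome (build GRCm38) with Tophat2 and computed expression per Ensembl gene with Cufflinks, and they deposited 1 table with 49452 genes. Neither the table nor the labels name the unit of its values, which were read as FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library), the unit the paper gives for these data. Read counts are not part of the table, so the depth of each library is known only relative to the others, from the smallest steps between low values that libraries share. This relative depth ranged from 0.84 to 1.00 in the 12 BAT libraries and from 1.03 to 1.19 in the 12 vWAT libraries. Within BAT at d3 it was 0.930 to 0.963 (median 0.955) in siCtrl and 0.84 to 0.937 (median 0.913) in siH19. Within vWAT at d3 it was 1.10 to 1.18 (median 1.13) in siCtrl and 1.03 to 1.17 (median 1.14) in siH19. The 10 most abundant genes held 12.3% to 15.0% of the summed FPKM of a library, and replicate libraries correlated across genes with Pearson r between 0.974 and 0.981. The values were tested as log2(FPKM + 1) with limma, using only the 6 libraries of each comparison and genes that reached an FPKM of 1 in at least 3 of them. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.3-fold. The paper gives p < 0.05 and 1.3-fold without saying in its text whether p was adjusted, and the adjustment was chosen here. All log2 fold changes are on the log2(FPKM + 1) scale, which understates the change of low genes. Some abundant genes were listed at 0 in some of the libraries (10 to 36 genes per library), so a 0 in the table is not taken as absence.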

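*H19* (ENSMUSG00000000031) lies on the minus strand of chromosome 7 from 142575529 to 142578143 of GRCm38. In BAT cells at d3 it was listed at 89.8 ± 8.76 FPKM (SD, n = 3) in siCtrl and 13.7 ± 2.79 FPKM (SD, n = 3) in siH19, leaving 15.3% of the siCtrl level. The log2 fold change was -2.64 (standard error 0.14, adjusted p = 0.0013 from limma), and each siH19 library lay below each siCtrl library. Across the 12500 genes tested in BAT cells at d3, siH19 changed 1071 genes, of which 799 were higher and 272 were lower. Dropping the minimum fold change moved this number most, to 2023 genes (1322 higher, 701 lower). With trimmed-mean scaling of the libraries, chosen after the data were seen, 1056 genes were called, and the balance shifted to 589 higher and 467 lower. The fits that each left out 1 library called 631 to 916 genes. Large increases on the log2 scale among called genes with a name were found for *Arhgef4* (2.04), *Tslp* (1.76), *Prl2c3* (1.61) and *Uchl1* (1.60). Of named called genes with all 3 siH19 libraries below all 3 siCtrl libraries, those that fell more than *H19* were short RNAs. *Mir1894*, *Snord45c* and *Snord7* were listed at 0 in all 3 siH19 libraries and at 17.7 to 111, 10.0 to 175 and 21.6 to 22.4 FPKM in siCtrl. *Snora24* was listed at 2.26 to 39.4 FPKM in siCtrl and at or next to 0 in siH19. Such short genes varied widely between replicates elsewhere, with *Mir1894* listed at 0, 45.7 and 153 FPKM in the siH19 vWAT libraries at d3.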

To gain insights into *H19* function from global expression analysis, we performed RNA-Seq in differentiating siRNA-treated brown adipocytes, and identified 1410 differentially expressed genes (*p* < 0.05, DESeq2), comprising 546 decreased and 999 enriched in siH19 versus siCtrl cells (Fig. 2j). 

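The deposited table lists Gene Ontology terms for each gene, and 1429 terms with 10 to 500 members among the 10898 annotated genes tested in BAT cells at d3 were compared with the called genes by Fisher's exact test. The terms named were chosen after their results were seen. Among the 225 annotated genes that were lower in siH19 cells, 39 belonged to lipid metabolic process, against 6.17 by chance (Fisher's exact test, Benjamini-Hochberg adjusted p = 1.4e-17). The tricarboxylic acid cycle contributed 9 genes against 0.516 by chance (adjusted p = 3.2e-07, Fisher's exact test), and fatty acid beta-oxidation contributed 7 against 0.764 (adjusted p = 0.0014, Fisher's exact test). Brown fat cell differentiation was represented by 8 lower genes, against 0.640 by chance (adjusted p = 4.4e-05, Fisher's exact test). Mitochondrion organization was represented by 4 lower genes against 1.32 by chance and did not pass adjustment (adjusted p = 0.85, Fisher's exact test). Of the 715 annotated genes that were higher in siH19 cells, 53 belonged to cell adhesion, against 15.5 by chance (adjusted p = 1.2e-12, Fisher's exact test). Positive regulation of angiogenesis held 21 higher genes against 3.61 by chance (adjusted p = 7.7e-09, Fisher's exact test), and cell migration held 24 against 7.68 (adjusted p = 5.8e-05, Fisher's exact test). Transmembrane receptor protein tyrosine kinase signaling held 8 against 2.49 (adjusted p = 0.047, Fisher's exact test), and this term passed 0.05 in only 1 of the 6 fits that each left out 1 library. The genes changed by siH19 in BAT cells at d3 overlapped with those changed from d0 to d3 in siCtrl BAT cells. Of 978 genes called in both comparisons, 932 moved in opposite directions. Both comparisons use the same siCtrl libraries at d3, which by itself favours opposite directions. With separate siCtrl libraries in each difference, the siH19 effect and the change from d0 to d3 had a mean Spearman rho of -0.539 across genes, which are not independent replicates.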

Lower-expressed genes were linked to brown adipocyte and mitochondrial biogenesis and function, which failed to be expressed upon *H19* silencing (Fig. 2j, k top) and Supplementary Data 3), whereas higher-expressed genes were enriched for general functions in signaling, locomotion, and morphogenesis, processes normally suppressed during adipogenesis^24–26^ (Fig. 2j, k bottom and Supplementary Data 3). 

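Gene set enrichment was computed with the ranking and number of permutations that the paper states (signal-to-noise, weighted, 1000 gene set permutations), comparing siH19 with siCtrl BAT cells at d3. The members of the paper's sets are not named in its text, and lists of 86 OxPhos genes, 27 fatty acid oxidation genes and 20 BAT marker genes that passed the filter were compiled before the data were examined. All 3 sets were lower in siH19 cells. The normalized enrichment scores were -3.05 for OxPhos, -2.75 for fatty acid oxidation and -2.61 for the BAT markers. As the permutations draw random genes, p-values from them do not measure the spread between libraries or the co-regulation of genes within a set. In the order of the scores, the permutation p-values of 0.0088, 0.0040 and 0.0038 were each the smallest that the permutations could give. Adjusted over the 13 set tests planned before the data were examined, these became 0.023, 0.0138 and 0.0138. With camera in place of GSEA, with genes ranked by limma's moderated statistic and in each fit without 1 library, the 3 sets stayed lower with p-values under 0.05. The shift was small for most OxPhos genes and shared by nearly all of them. Of the 86 OxPhos genes, 84 were lower in siH19 cells, with a median log2 fold change of -0.22, while 4 were called lower and 1 was called higher. Of the 27 fatty acid oxidation genes, 26 were lower (median -0.30) and 8 were called. Of 78 genes of the mitochondrial ribosome, 71 were lower (median -0.14), with a normalized enrichment score of -2.74 (permutation p = 0.0069) and 1 gene called.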

Gene set enrichment analysis (GSEA)^27^ indicated significant enrichment of gene sets for brown adipogenesis, oxidative phosphorylation (OxPhos), and mitochondrial biogenesis specifically in cells with intact *H19* expression (siCtrl; Fig. 2l). Suppression of the brown adipogenesis program upon *H19* knockdown could be due to suppression of genes important for adipogenesis in general. To test this, we investigated the consequences of *H19* RNAi on expression of previously defined groups of BAT-specific, WAT-specific, and common adipogenic genes in differentiated BAT precursor cells^25^. We found that, in general, loss of *H19* repressed BAT-selective as well as those common adipogenic genes normally activated during adipogenesis (Fig. 2m), which is also reflected by reduced ORO staining (Fig. 2f). In contrast, WAT-selective genes are modestly affected by *H19* knockdown (Fig. 2m, n). 

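In BAT cells at d3, *Ucp1* (ENSMUSG00000031710; chromosome 8 of GRCm38, 83290352 to 83298452) was listed at 12.1 ± 3.79 FPKM (SD, n = 3) in siCtrl and 2.85 ± 0.820 FPKM (SD, n = 3) in siH19. Its log2 fold change was -1.75 (standard error 0.24, adjusted p = 0.0062 from limma). *Cidea* (ENSMUSG00000024526; chromosome 18, 67343564 to 67367794) fell from 18.5 ± 3.83 FPKM (SD, n = 3) to 3.99 ± 0.439 FPKM (SD, n = 3), a log2 fold change of -1.95 (standard error 0.16, adjusted p = 0.0020 from limma). *Ppargc1a* had a log2 fold change of -0.81 (standard error 0.13, adjusted p = 0.011 from limma), and *Elovl3* one of -0.68 (standard error 0.063, adjusted p = 0.0026 from limma). A change of *Dio2* could not be resolved, given its large standard error (log2 fold change 0.04, standard error 0.73, adjusted p = 0.98 from limma). Of 20 tested BAT markers, 14 were lower in siH19 cells, with a median log2 fold change of -0.43. Of these markers, 10 were called lower and 1 was called higher, whether the p-values were adjusted over all genes or over the list alone. The 30 common adipogenic genes tested shifted less per gene, with 27 of them lower, a median log2 fold change of -0.18 and 11 called lower. This set had a normalized enrichment score of -2.87, with a permutation p-value of 0.0043 (adjusted over the 13 planned tests, 0.0138), the smallest the permutations could give. The 5 common adipogenic genes that the paper names were not called. *Adipoq* had a log2 fold change of -0.15 (adjusted p = 0.10 from limma), *Cebpa* one of -0.13 (adjusted p = 0.097 from limma) and *Fabp4* one of -0.11 (adjusted p = 0.10 from limma), while *Cebpb* and *Pparg* both stood at 0.00. During differentiation of siCtrl BAT cells from d0 to d3, 28 of the 30 common adipogenic genes and 18 of the 20 BAT markers rose.

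**Figure D1:**
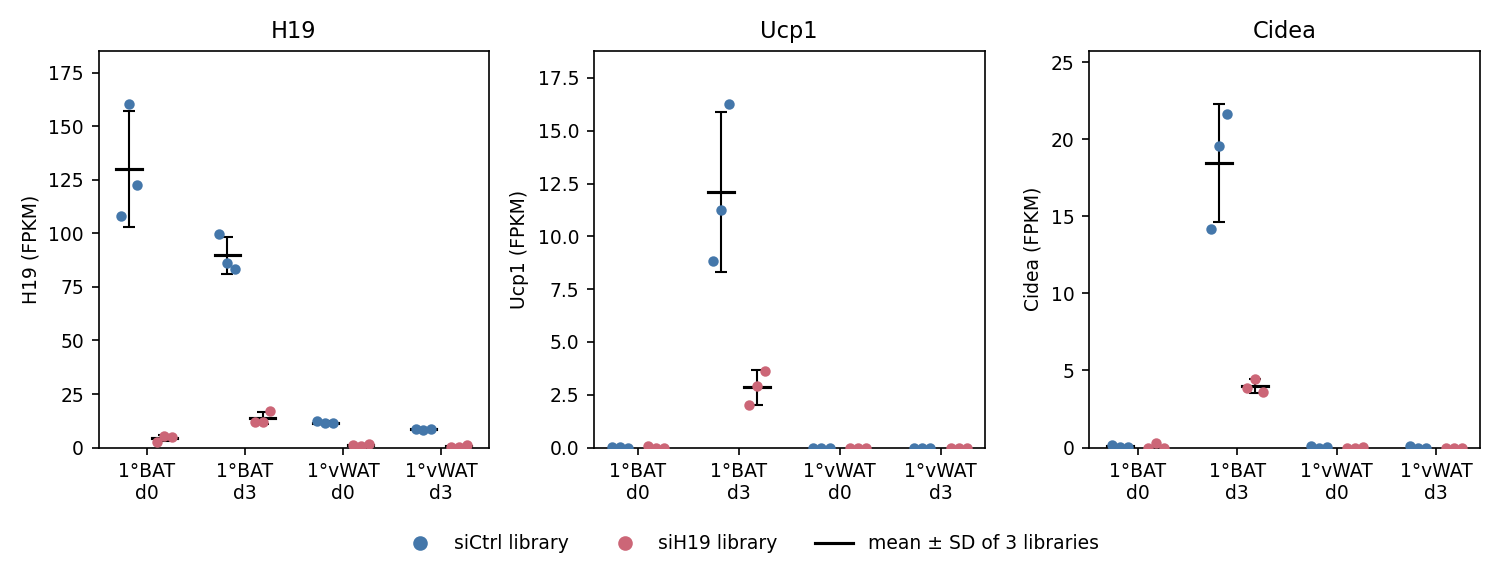
FPKM of *H19*, *Ucp1* and *Cidea* in each of the 24 libraries, by depot and day, for siCtrl and siH19 cells; points are libraries and bars are the mean ± SD of 3 libraries, left out where a library is listed at 0. In BAT at d3, *Ucp1* lies between 8.84 and 16.3 FPKM in siCtrl and between 2.00 and 3.63 FPKM in siH19, and it is listed at 0 in all 12 vWAT libraries.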

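Of 15 WAT markers that passed the filter in BAT cells at d3, 11 were higher in siH19 than in siCtrl cells, with a median log2 fold change of 0.12. Among them, 2 were called higher and none lower, and all 3 siH19 libraries lay above all 3 siCtrl libraries for 6 of the 15 genes, where chance puts 10% of genes either wholly above or wholly below. The set as a whole did not pass the threshold, with a normalized enrichment score of 1.31 (permutation p = 0.134, or 0.159 adjusted over the planned tests). Across the fits that each left out 1 library, the permutation p-value ranged from 0.029 to 0.180.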

Collectively, *H19* mediates the concurrent activation of common adipogenic genes as well as a core BAT gene program, whilst curbing the expression of WAT genes.

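The paper reasons from a comparison of marker groups. BAT-selective genes and the common adipogenic genes that normally rise during adipogenesis were repressed (Fig. 2m), whereas WAT-selective genes changed modestly (Fig. 2m, n). From this contrast the paper concludes that *H19* promotes both common adipogenic genes and a core BAT program while restraining WAT genes.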

### H19 increases BAT EE and prevents obesity

Defects in brown fat differentiation and function as well as concomitant impairments in EE render mice susceptible to DIO-induced weight gains and the development of metabolic disease^28–30^. Based on our in vitro findings, we next addressed the role of *H19* in regulating energy metabolism and EE by exposing *H19* gain-of-function^31^ and Controls to HFD or CD. *H19* expression was ubiquitously induced in H19 TG mice without changes in *Igf2* and Ctcf expression or body length alterations (Supplementary Fig. 3a–d). *H19* overexpression strongly prevented DIO-mediated weight gains (Fig. 3a) and improved insulin sensitivity (Fig. 3b) although, interestingly, glucose tolerance was decreased in H19 TG mice (Fig. 3c). The beneficial effect of *H19* overexpression in DIO coincided with increased EE (Fig. 3d), trends towards increased lipid mobilization at 22 °C (Fig. 3e) and oxygen consumption (Supplementary Fig. 3e) at 22 °C, 4 °C and after additional norephinephrine (NE) administration at 4 °C, pinpointing towards improved BAT function in H19 TG mice. This rise in energy catabolism tended towards prevention of DIO-evoked increases in scWAT and vWAT adiposity (Fig. 3f) and precluded DIO-associated elevations in serum cholesterole (Fig. 3g) but not triglycerides (Fig. 3h). *H19* overexpression prevented whitening of BAT (Fig. 3i, j), reduced vWAT but not scWAT hypertrophy (Fig. 3k–m) and development of steatosis (Fig. 3n) in obese animals. The *H19*-dependent induction of EE in obese mice co-occurred with increased expression of browning markers in scWAT at 4 °C, with little alterations in BAT thermogenesis at this temperature (Fig. 3o, p) as reported by others^29^. As *H19* overexpression in lean mice elicited little changes in body weight, insulin sensitivity, RER, glucose clearance, EE and did not affect relative adipose tissue weights and expression of BAT activation markers in lean H19 TG mice (Supplementary Fig. 3f–k), our data suggests that counteracting the HFD-induced *H19* decline is beneficial during DIO, but does not cause detrimental effects in lean mice.

**Fig. 3:**
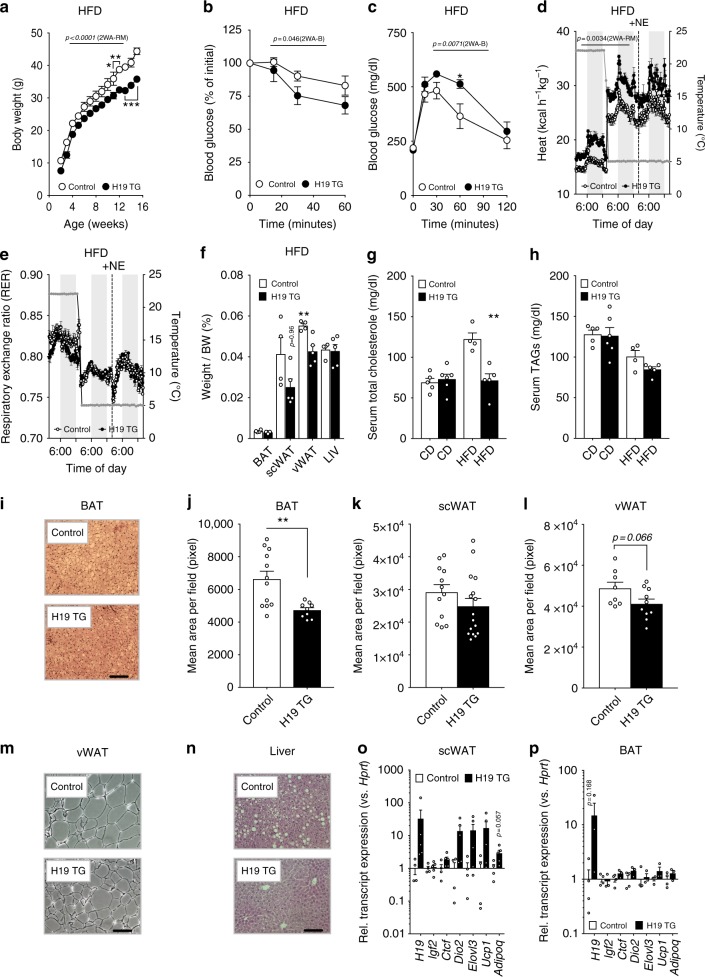
H19 overexpression protects from obesity by increasing energy expenditure and scWAT beiging. **a** Body weight of HFD-fed Control (*n* = 4–5) versus H19 TG (*n* = 4–5) mice. A 2WA-RM with Bonferroni post hoc correction for multiple comparisons (2WA-B) was applied to assess significance. **b** Insulin tolerance test of HFD-fed Control (*n* = 4) versus H19 TG (*n* = 6) mice. **c** Glucose tolerance test of HFD-fed Control (*n* = 5) versus H19 TG (*n* = 5) mice. **d** Energy expenditure in HFD-fed Control (*n* = 4) versus H19 TG (*n* = 5) mice. **b**–**d** A 2WA-B was applied to assess significance. **e** Respiratory Exchange Ratios (RER) in HFD-fed Control (*n* = 4) versus H19 TG (*n* = 5) mice. **f** Tissue/body weight (BW) ratios in HFD-fed Control (*n* = 4) versus H19 TG (*n* = 5) mice. An unpaired, two-tailed Student’s t-test was applied to assess significance. **g** Serum cholesterole levels in HFD-fed Control (*n* = 4) versus H19 TG (*n* = 5) mice. **h** Serum triglyceride levels in HFD-fed Control (*n* = 4) versus H19 TG (*n* = 5) mice. An unpaired, two-tailed Student’s *t*-test was applied to assess significance. **i** Representative photomicrograph of BAT from HFD-fed Control versus H19 TG mice. **j** Automated quantification of adipocyte mean area per field in hematoxylin/eosin (HE) stained BAT sections from HFD-fed Control (*n* = 12 fields) versus H19 TG (*n* = 9 fields). An unpaired, two-tailed Student’s *t*-test was applied to assess significance. **k** Automated quantification of adipocyte mean area in HE-stained scWAT sections from HFD-fed Control (*n* = 12 fields) versus H19 TG (*n* = 16 fields) mice. **l** Automated quantification of adipocyte mean area in HE-stained vWAT sections from HFD-fed Control (*n* = 8 fields) versus H19 TG (*n* = 10 fields) mice. An unpaired, two-tailed Student’s *t*-test was applied to assess significance. **m** Representative photomicrograph of vWAT sections from HFD-fed Control versus H19 TG mice. **n** Representative photomicrograph of liver sections from HFD-fed Control versus H19 TG mice. **m**, **n** Scale bar, 50 µm. **o** scWAT expression of indicated mRNAs from HFD-fed Control (*n* = 4) versus H19 TG (*n* = 5) mice. **p** Relative BAT expression of indicated mRNAs from HFD-fed Control (*n* = 4) versus H19 TG mice (*n* = 3). An unpaired, two-tailed Student’s *t*-test was used to assess significance in **o**, **p**. *p < 0.05, **p < 0.01, ***p < 0.001. If applicable *p*-values are indicated within the panel

### H19 loss in fat impairs EE and sensitizes towards obesity

As H19 TG mice ubiquitously overexpress *H19*, we next ablated *H19* specifically in BAT by crossing female mice harboring loxP-flanked *H19* methylation-sensitive imprinting control regions (ICRs) with male *Adipoq*-cre expressing animals (H19^∆AT^, Fig. 4a, Supplementary Fig. 4a, b). H19^∆AT^ knockout mice gained more body weight compared to Controls upon HFD (Fig. 4b) but not CD (Supplementary Fig. 4c) feeding with negligible alterations in insulin sensitivity or glucose tolerance (Fig. 4c, d and Supplementary Fig. 4d, e). Crucially, BAT-specific *H19* loss decreased EE and oxygen consumption in both diets (Fig. 4e, f and Supplementary Fig. 4f, g), tended towards decreased lipid oxidation at 4 °C and increased scWAT adiposity in obese (Fig. 4g, h), yet not lean (Supplementary Fig. 4h, i) mutant mice, suggesting decreased BAT function in H19^∆AT^ mice, particularly during DIO. As primary brown adipocytes isolated from H19^∆AT^ mice exhibited defects in mature brown adipocyte function (Supplementary Fig. 4j, k) as partly also observed during *H19* RNAi (Supplementary Fig. 4p), we reasoned that impairments in terminal brown function contribute to the observed defects in EE and susceptibilities towards DIO in H19^∆AT^ mice.

**Fig. 4:**
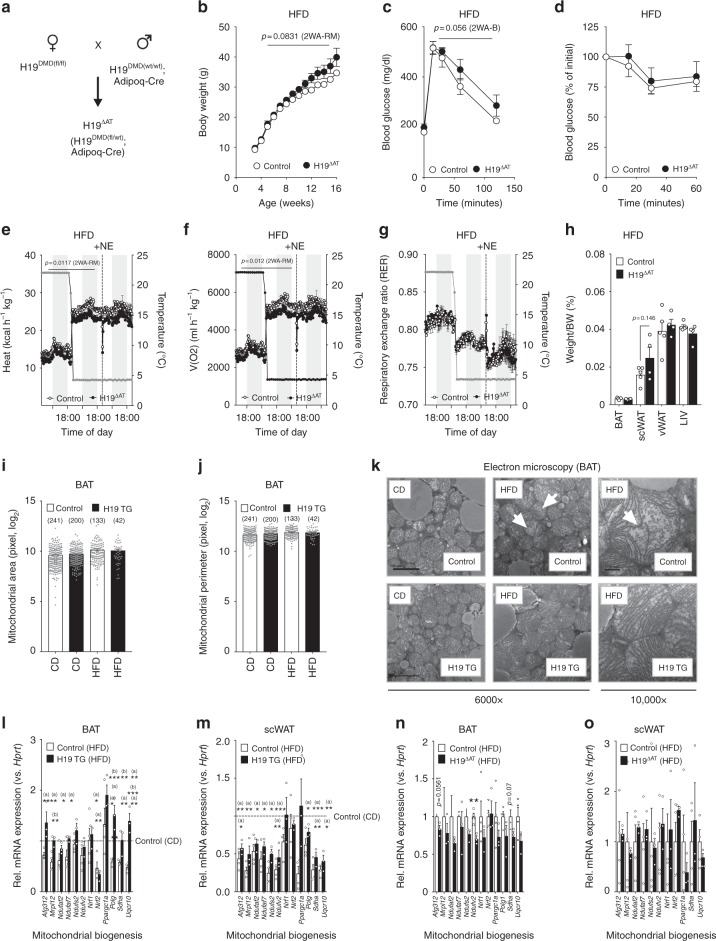
Fat-specific deletion of H19 sensitizes towards DIO-associated weight gains and impairments in energy expenditure. **a** Mating strategy for parental allele-of-origin specific deletion of the *H19* DMR in adipose tissue. **b** Body weight of HFD-fed Control (*n* = 5) versus H19^∆AT^ (*n* = 4) mice. A 2WA-B was applied to assess significance. **c** Glucose tolerance test of male, HFD-fed Control (*n* = 5) versus H19^∆AT^ (*n* = 4) mice. **d** Insulin tolerance test of male, HFD-fed Control (*n* = 5) versus H19^∆AT^ (*n* = 4) mice. **e** Energy expenditure in male, HFD-fed Control (*n* = 5) versus H19^∆AT^ (*n* = 4) mice. **f** Oxygen consumption in male, HFD-fed Control (*n* = 5) versus H19^∆AT^ (*n* = 4) mice. **d**–**f** A 2WA-RM test with repeated measures was applied to assess statistical significance. **g** RER in male, HFD-fed Control (*n* = 5) versus H19^∆AT^ (*n* = 4) mice. **h** Tissue/body weight ratio in male, HFD-fed Control (*n* = 5) versus H19^∆AT^ (*n* = 4) mice. An unpaired, two-tailed Student’s *t*-test was applied to assess significance. **i**, **j** Automated quantification of mitochondrial area (**i**) and perimeters (**j**) in BAT across diets and genotypes (total mitochondria numbers in brackets). An unpaired, two-tailed Student’s *t*-test was applied to assess significance. **k** Representative electron microscopy images from BAT mitochondria across diets and genotypes with magnifications indicated under panel. White arrows depict cristae architectures. Scale bar, 2 µm (6000 × ) or 500 nm (10,000 × ) **l** BAT expression of indicated mRNAs in HFD-fed H19 TG (*n* = 3), HFD-fed Control (*n* = 4), and CD-fed Control (*n* = 5) mice. **m** scWAT expression of indicated mRNAs in HFD-fed H19 TG (*n* = 3), HFD-fed Control (*n* = 4), and CD-fed Control (*n* = 5) mice. **l**, **m** A One-Way ANOVA plus Bonferroni post test was applied to assess statistical significance. ^(a)^ = Significance versus CD-fed Control, ^(b)^ = Significance versus HFD-fed Control. **n** BAT expression of indicated mRNAs in HFD-fed Control (*n* = 4) versus HFD-fed H19^∆AT^ (*n* = 3) mice. **o** scWAT expression of indicated mRNAs in HFD-fed Control (*n* = 4) versus HFD-fed H19^∆AT^ (*n* = 3) mice. An unpaired, two-tailed Student’s *t*-test was applied to assess significance between genotypes. *p < 0.05, **p < 0.01, ***p < 0.001. If applicable *p*-values are indicated within the panel

### Fat hH19 is reduced in obese humans

As *H19* is strongly conserved^32^ and human *H19* (*hH19*) is expressed in mature adipocytes compared to non-parenchymal cells in fat (Supplementary Data 4), we next asked if *hH19* could be affected by obesity also in humans and quantified *hH19* levels in scWAT and vWAT biopsies from 169 lean and obese patients. We observed that *hH19* expression declined with ascending BMIs in both depots and correlated positively with markers of adipose beiging like *UCP1* mRNA levels (Supplementary data 5), underscoring that *hH19* could support energy dissipation and acquisition of catabolic expression profiles in human fat.

### H19 regulates brown adipose mitochondrial biogenesis

Cold temperature activation of BAT thermogenesis and the concurrent turnover of nutrients, such as carbohydrates and lipids requires active mitochondrial biogenesis and rearrangements of mitochondrial meshworks via fission and fusion^33,34^. Based on the cell-intrinsic alterations in oxidative metabolism observed in *H19*-deficient and overexpressing adipocytes (Fig. 2d, e, Supplementary Fig. 1a, b) we studied mitochondrial morphologies using electron microscopy. Although gross parameters like mitochondrial area or perimeter (Fig. 4i, j) were unchanged, we observed substantial defects in mitochondrial architecture such as perturbed cristae formation in obese Control but not H19 TG mice (Fig. 4k), while H19^∆AT^ mitochondria showed impaired cristae upon HFD feeding (Supplementary Fig. 4q). The expression of genes involved in mitochondrial biogenesis was blunted in obese BAT, whilst *H19* overexpression reversed these DIO-evoked defects in gene expression in BAT, but not scWAT (Fig. 4l, m). H19^∆AT^ mice displayed less pronounced reductions of the same gene set in BAT (Fig. 4n) yet not scWAT (Fig. 4o). In contrast, fission and fusion parameters were unaltered in BAT and scWAT (Supplementary Fig. 4l–o). Interestingly, cell-intrinsic defects in mitochondriogenesis occurred also in *H19*-deficient brown adipocytes (Supplementary Fig. 4p), closely mimicking those elicited by DIO or *H19* loss in adipose tissue itself. Collectively, we here show that *H19* loss in adipose tissue renders mice susceptible to DIO weight gains and impairments of EE, potentially due to the control of mitochondrial dynamics by the lincRNA *H19*.

### BAT represents a unique case of tissue-specific imprinting

The lincRNA *H19* represents a quintessential representative of a class of imprinted genes exclusively transcribed from one parental allele^20,35^. Although monoallelic expression is only observed in <1% of all genes in eutherians^36^, loss-of-function (epi)-mutations in individual imprints or imprinted gene clusters cause severe imprinting disorders (ID) like Prader–Willi’s, Beckwith–Wiedemann’s, and Angelman’s syndromes^37^, in Silver–Russell’s syndrome even due to defects in the *H19*-*Igf2* locus^38^. Despite progress in understanding the molecular underpinnings of imprinting, the etiology of IDs^21,39,40^ and even recent approaches to correct IDs^41^, the question remains why certain genes but not others are monoallelically expressed per se^42^ and why certain genes are expressed from one parental gender, not the other. Thus, to date it remains unsolved whether functional or conceptual similarities between paternally expressed (PEGs) or maternally expressed genes (MEGs) as two discordant gene sets exist at all, largely because PEGs/MEGs represent a collection of genes with heterogeneous functions. Interestingly, one hallmark of ID patients and ID mouse models are metabolic problems, for instance altered adiposity and lipodystrophy and alterations in insulin sensitivity and EE^43^, all processes closely linked to brown and WAT (dys)-function. Given the BAT-selectivity of *H19* and its novel role in brown adipocyte differentiation and function, we were interested how other PEGs/MEGs are expressed across fat depots transcriptome-wide. While RNA-Seq from C57BL/6 mice revealed no gross differences in MEGs abundances between BAT, scWAT, or vWAT, seven fat-abundant protein-coding (*G Protein Coupled Receptor 1 (Gpr1)*, *Insulin Like Growth factor 2* (*Igf2*)*, Mesoderm Specific Transcript (Mest), Neuronatin (Nnat)*, *Paternally Expressed 3 and 10 (Peg3, Peg10)*, and *Plag1 Like Zinc Finger 1 (Plagl1)*) and three microRNA PEGs (*miR184, miR298*, and *miR-335*, Fig. 5e) and many others were absent from BAT yet robustly expressed in scWAT and vWAT (Fig. 5a–e).

**Fig. 5:**
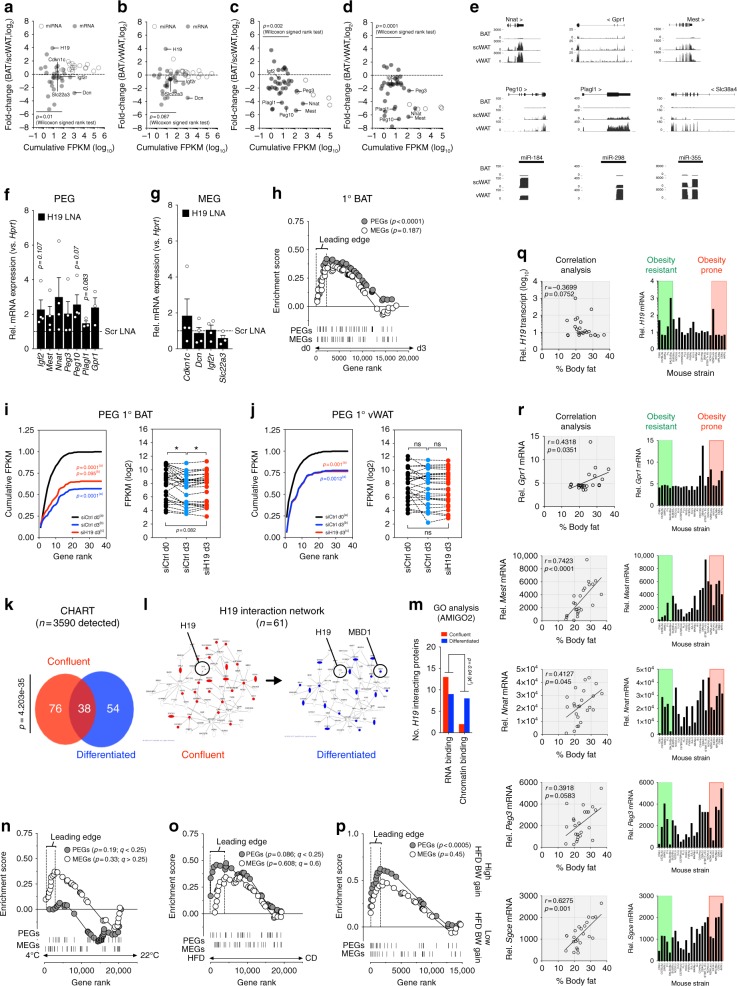
Repression of BAT paternal monoallelic gene expression by the lincRNA H19. **a** Plot of expression fold-changes of maternally expressed genes (MEGs) in BAT versus **a** scWAT **b** vWAT. **c** Plot of expression fold-changes of paternally expressed genes (PEGs) between BAT versus **c** scWAT **d** vWAT. A Wilcoxon matched-pairs signed rank test was used to assess statistical significance for up- or downregulation of PEGs/MEGs (**e**) UCSC Genome Browser showing PEG abundances in BAT, scWAT, and vWAT. **f**, **g** Expression of indicated PEGs (**f**) or MEGS (**g**) in BAT 1° adipocytes transfected with scr or *H19* LNA. **f**, **g** A paired, two-tailed Student’s *t*-test was used to assess significance across *n* = 4 experiments, *n* = 3 technical replicates each. **h** GSEA showing downregulation of PEGs but not MEGs (list from www.geneimprint.com) during 1°BAT differentiation. **i**, **j** Cumulative distribution frequency (left) and abundances (right) of PEGs in **i** 1°BAT and **j** 1°vWAT in siCtrl transfected adipocyte progenitors at d0 (black) versus differentiated siCtrl (blue) and siH19-transfected (red) 1° adipocytes at d3. **k** Quantification and overlap of *H19* co-immunoprecipitating proteins in confluent (red) and differentiated (blue) PIBA cells determined by CHART-MS. Pulldown of *H19*-interacting proteins was performed using six *H19*-specific antisense/sense oligonucleotides in *n* = 3 replicates. **l** Illustration of *H19* interaction network comprising *n* = 61 proteins generated using Ingenuity Pathway Analysis. Red and blue nodes depict proteins co-immunoprecipitating in confluent and differentiated cells, respectively. **m** AMIGO2 GO classification of *H19* interactors across cellular states. **n**–**p** GSEA analysis of PEG gene ranks in mice **n** exposed to 4 °C cold stress for 24 h, **o** HFD feeding, or **p** exhibiting different susceptibility to DIO-evoked weight gains^53^. **q**, **r** Correlation of WAT (**q**) *H19* or (**r**) PEG abundances versus a ranked list of 24 obesity-prone and –resistant non-isogenic mouse strains. *H19*/PEG abundances were from (MOE430 V2)—Adipose (www.biogps.org54) and body composition after HFD feeding defined as obesity-resistant versus obesity-prone strains^65^. Significance of association between expression versus (%) body fat was determined using Spearman’s correlation analysis. *p < 0.05, **p < 0.01, ***p < 0.001. If applicable additional p-values are indicated within the panel

### H19 curbs expression of PEG-enriched gene networks in BAT

To shed molecular light on this unique pattern of fat tissue-specific imprinting, we built upon recent reports demonstrating that expression of imprinted genes can be interdependent, e.g., during muscle regeneration or in embryonic fibroblasts^44–47^ and that PEG-enriched imprinted gene networks (IGNs) are affected by *H19*^48–50^. We thus hypothesized that *H19* represses PEG-IGNs in brown fat and, indeed, *H19* RNAi tended to derepress fat-abundant PEGs like *Igf2, Peg10*, and *Plagl1* but not MEGs like *Cyclin Dependent Kinsae Inhibitor 1C (Cdkn1c), Decorin (Dcn), Igf2 Receptor (Igf2r)*, and *Solute Carrier Family 22 Member 3 (Slc22a3)* (Fig. 5f, g). As PEG expression declined brown adipogenesis (Fig. 5h), we next asked if *H19* ablation affects PEG/MEGs globally. 

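The decline was measured in siCtrl BAT cells between d0 and d3. The paper's text does not list the members of its PEG set, so a list of 40 PEGs was compiled before the data were examined, of which 23 passed the filter on FPKM. Of these 23 PEGs, 16 were lower at d3, 12 of them past the limma thresholds, whereas 5 were called higher, and the median log2 fold change was -0.68. *Dio3* (ENSMUSG00000075707; chromosome 12 of GRCm38, 110279068 to 110281097) fell most, with a log2 fold change of -3.11, followed by *Peg10* (-2.05), *Dlk1* (-1.99), *Sgce* (-1.62), *Igf2* (-1.48) and *Nnat* (-1.39). *Mest*, *Peg3* and *Plagl1* were not called, with log2 fold changes of 0.17, -0.21 and -0.42. As a set, the PEGs tended lower at d3 with a permutation p-value of 0.109. The result depended on the list and on the filter, since the PEGs that the paper names gave a permutation p-value of 0.0020, the smallest possible, and all PEGs without a filter on low FPKM gave one of 0.028. In siCtrl vWAT cells, 13 of 24 PEGs were lower at d3 (10 called lower, 5 called higher), and the set gave a permutation p-value of 0.105, against 0.0021 (the smallest possible) for the PEGs that the paper names and 0.036 without the filter. The MEGs, with *H19* left out, were lower at d3 in both depots, with permutation p-values of 0.037 in BAT (adjusted over the 13 planned tests, 0.060) and 0.028 in vWAT (adjusted, 0.051). They stayed under 0.05 with *H19* kept in the list (0.040 and 0.031). They did not with camera (0.121 in BAT, 0.105 in vWAT) or with genes ranked by limma's moderated statistic (0.210 and 0.248). The MEGs that the paper names, of which only 3 were tested in BAT and 4 in vWAT, gave 0.807 in BAT and turned higher in vWAT (permutation p = 0.106). In BAT, 24 of 34 MEGs were lower at d3, with a median log2 fold change of -0.31.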

As expected, *H19* loss did not alter MEG expression in differentiated primary (1°) BAT or 1°vWAT precursor cells (Supplementary Fig. 5a, b), yet counteracted differentiation-induced PEG losses during brown, but not white adipogenesis (Fig. 5i, j). Thus, *H19* acts as PEG gatekeeper in brown adipocytes, a finding not observed for BAT MEGs nor white fat PEGs.

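The FPKM of all PEGs of the list were summed per library. In BAT cells the sum was 485 ± 9.04 FPKM (SD, n = 3) in siCtrl at d0 and 393 ± 7.17 FPKM (SD, n = 3) in siCtrl at d3, a ratio of 0.810. Its components moved in opposite directions, since the sum fell by 92.4 FPKM and *Dio3* alone fell by 79.2 FPKM while *Snurf* gained 109 FPKM. Without *Snurf*, a setting chosen after the data were seen, the ratio was 0.551. Without *Dio3*, a setting planned beforehand, it was 0.967. In siH19 BAT cells at d3 the sum was 456 ± 25.1 FPKM (SD, n = 3), which is 1.16 times the siCtrl value at d3. Every siH19 library lay above every siCtrl library at d3, which in an exact permutation test of 3 against 3 libraries gives the smallest possible two-sided p-value, 0.1. Restricting the sum to the PEGs that the paper names, some of them reported there as affected by *H19* loss, moved this ratio most, to 1.32. The increase of 63.1 FPKM was spread over many PEGs, led by *Snurf* (16.4 FPKM), *Dio3* (8.08), *Impact* (7.51), *Nnat* (7.42), *Dlk1* (6.66) and *Sgce* (6.24). *Snurf* overlaps *Snrpn*, and their reads cannot be told apart with certainty. In vWAT cells the sum fell from 550 ± 6.56 FPKM (SD, n = 3) at d0 to 397 ± 18.4 FPKM (SD, n = 3) at d3 in siCtrl, and it was 416 ± 17.5 FPKM (SD, n = 3) in siH19 cells at d3. The fall of 153 FPKM from d0 to d3 was a net change. *Dio3* fell by 142 FPKM and *Dlk1* by 41.9 FPKM, whereas *Snurf* gained 50.7 FPKM and offset part of the falls. Without *Dio3* the vWAT ratio of d3 to d0 moved from 0.721 to 0.968 (exact permutation test, two-sided p = 0.6). That sum still holds the gain of *Snurf*, and the vWAT ratio of d3 to d0 without *Snurf* was not computed. The vWAT ratio of siH19 to siCtrl at d3 was 1.05 (exact permutation test, two-sided p = 0.3), and the gain of *Snurf* alone (20.9 FPKM) was larger than the net gain of 19.5 FPKM. Without *Snurf* the ratio was 1.19 in BAT and 0.996 in vWAT. The difference between the depots was tested by reassigning the siRNA among libraries within each depot. The BAT ratio was 1.11 times the vWAT ratio, and 102 of 400 assignments gave a difference as large (exact permutation p = 0.255), while without *Snurf* 18 of 400 did (exact permutation p = 0.045). The MEG set, without *H19*, was higher in siH19 than in siCtrl BAT cells at d3, with a normalized enrichment score of 1.58 (permutation p = 0.020, or 0.044 adjusted over the planned tests), and did not differ in vWAT cells (permutation p = 0.31). In BAT cells 22 of 31 MEGs were higher in siH19, with 7 called higher and 2 called lower. *Cdkn1c*, *Dcn* and *Igf2r* were not called, with log2 fold changes of -0.10, 0.19 and 0.12, whereas *Rian* rose by 1.01 (adjusted p = 0.0028 from limma) and *Dhcr7* fell by 0.54 (adjusted p = 0.0023 from limma).

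**Figure D2:**
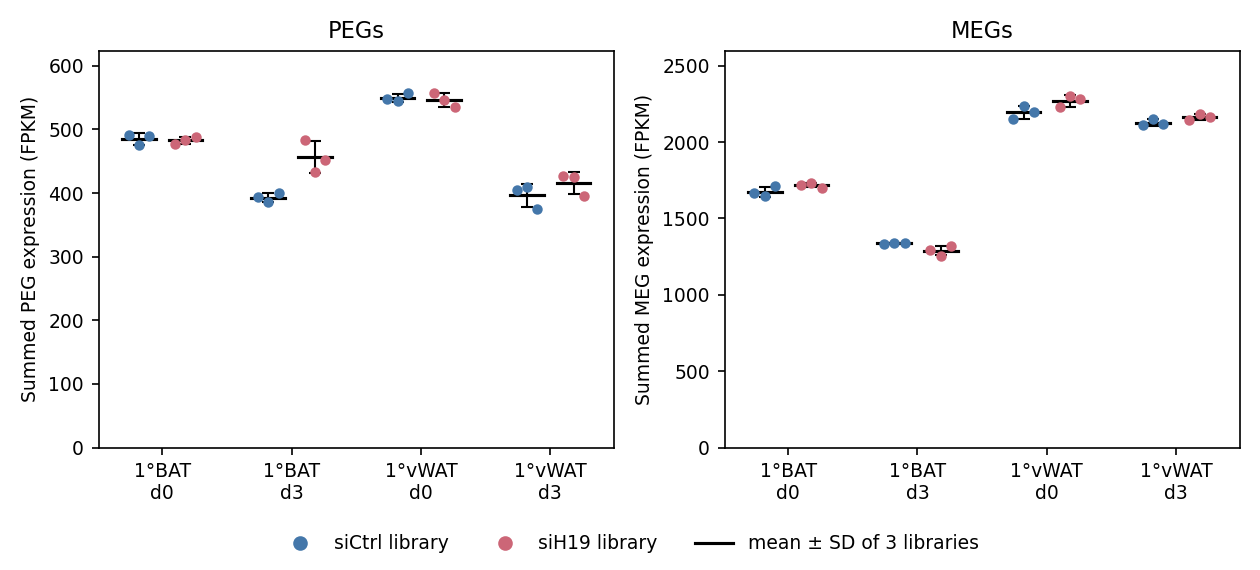
Summed FPKM of the PEGs and of the MEGs without *H19* in each library, for siCtrl at d0, siH19 at d0, siCtrl at d3 and siH19 at d3 in BAT and vWAT cells; points are libraries, and bars show the mean ± SD of 3 libraries. The BAT PEG sums at d3 lie between 385 and 399 FPKM in siCtrl and between 433 and 483 FPKM in siH19.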

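In BAT cells at d3 the PEG set was higher in siH19 than in siCtrl, with a normalized enrichment score of 1.90. The permutation p-value of 0.0013 was the smallest the permutations could give, and it was 0.0138 after adjustment over the 13 planned tests. Of 22 PEGs tested, 16 were higher (median log2 fold change 0.24), 5 were called higher and none was called lower, and the same 5 to 0 held with p-values adjusted over the list alone. *Dio3* rose from 9.39 ± 1.22 to 17.5 ± 2.11 FPKM (SD, n = 3 each), with a log2 fold change of 0.83 (standard error 0.12, adjusted p = 0.0070 from limma). *Nnat* (ENSMUSG00000067786; chromosome 2 of GRCm38, 157560078 to 157562522) rose from 10.2 ± 0.957 to 17.7 ± 0.922 FPKM (SD, n = 3 each), with a log2 fold change of 0.73 (standard error 0.084, adjusted p = 0.0038 from limma). *Dlk1* (0.66, adjusted p = 0.043 from limma), *Peg10* (0.63, adjusted p = 0.024) and *Sgce* (0.42, adjusted p = 0.0088) were also called, although each of these 3 calls was lost in at least 1 of the fits that left out 1 library. *Igf2* (0.44, adjusted p = 0.098 from limma), *Mest* (-0.42, adjusted p = 0.22) and *Plagl1* (-0.18, adjusted p = 0.66) were not. In vWAT cells at d3 the set showed no enrichment (permutation p = 0.87), and 0 of 22 PEGs passed the thresholds, with the p-values adjusted or unadjusted. *H19* itself was reduced to 6.15% of siCtrl in these vWAT cells, from 8.59 ± 0.361 to 0.528 ± 0.380 FPKM (SD, n = 3 each). A test of the interaction of depot and siRNA in limma called 5 of 23 PEGs, *Dio3*, *Impact*, *Nnat*, *Peg10* and *Sgce*, each with the larger siH19 effect in BAT. Of all 13762 genes, 1451 passed, 966 higher and 485 lower in BAT, or 638 higher and 759 lower with trimmed-mean scaling. Of the common adipogenic genes 18 of 30 passed, all with the lower effect in BAT. The test thus does not show a difference special to PEGs, and the media also differed between the depots. The difference between the depots from limma was 0.86 on the log2 scale for *Dio3* (standard error 0.17, adjusted p = 0.011) and 0.63 for *Nnat* (standard error 0.14, adjusted p = 0.021). *Dlk1* (0.54, adjusted p = 0.14 from limma) and *Igf2* (0.67, adjusted p = 0.18) did not pass this test. Among MEGs, 6 of 35 passed it, 4 with the higher and 2 with the lower siH19 effect in BAT. PEGs were also set against 10000 random lists of genes matched on their change from d0 to d3 in siCtrl cells, a description of these libraries and not a test across replicates. The median siH19 effect of the BAT PEGs lay at the 89.7th percentile of these lists and that of the vWAT PEGs at the 94.8th. For the PEGs that the paper names, the percentile rose to 98.9 in BAT and fell to 85.7 in vWAT. The paper reports some of these PEGs as affected by *H19* loss, so this list is not independent of the result. When 1 library was left out, the percentile of the full list ranged from 60.6 to 99.3 in BAT and from 65.7 to 98.6 in vWAT. The paper describes a decline of PEGs in brown adipogenesis (Fig. 5h), PEG losses that *H19* loss counteracted in brown and not in white adipogenesis (Fig. 5i, j) and MEGs that it did not alter (Supplementary Fig. 5a, b). From these the paper concludes that *H19* acts as a gatekeeper of PEGs in brown adipocytes.

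**Figure D3:**
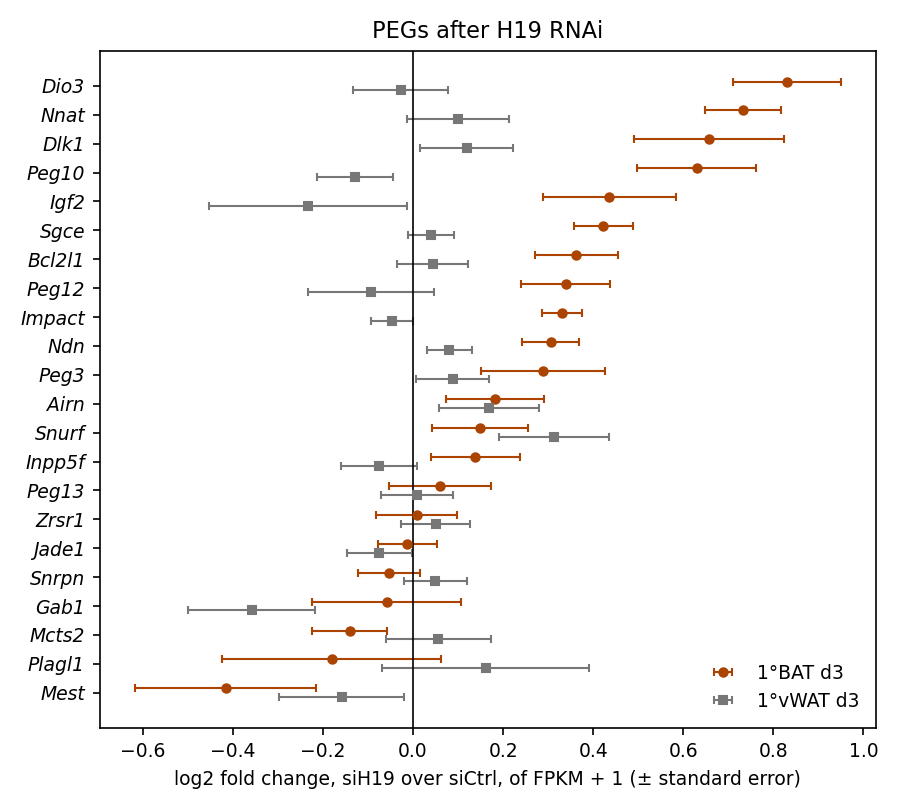
Log2 fold change of siH19 over siCtrl at d3 for the 22 PEGs tested in both depots, in BAT and in vWAT cells, sorted by the effect in BAT; bars are standard errors from limma on 3 libraries per group. The BAT values run from -0.42 (*Mest*) to 0.83 (*Dio3*), the vWAT values from -0.36 (*Gab1*) to 0.31 (*Snurf*), and 16 of the 22 PEGs have the larger value in BAT.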

### H19 represses BAT PEGs by recruiting MBD1 chromatin modifier

As *H19* expression was not altered in BAT, scWAT, and vWAT commitment (Supplementary Fig. 5c) and because we did not observe differences in DNA methylation of affected PEGs ICRs (Supplementary Fig. 5d), we asked whether specific protein interactors of *H19* control its PEG gatekeeper function selectively in brown adipocytes. We thus conducted Capture Hybridization Analysis of RNA Targets^51^ coupled to mass spectrometry (CHART-MS) from confluent and differentiated primary immortalized brown adipocytes (PIBA) and obtained a comprehensive *H19* protein interactome from both conditions: In total 3590 proteins were detected by MS, 168 were enriched by *H19* antisense, not sense oligonucleotide co-immunoprecipitation (Supplementary Data 7). 76 and 54 proteins bound to *H19* in confluent and differentiated PIBA cells, respectively, and 38 proteins were bound by *H19* in both (Fig. 5k). Next, we performed Ingenuity Pathway Analysis to construct an interconnected *H19* binding protein network comprising 61 proteins (Fig. 5l). Crucially, when performing gene ontology (GO) analyses, we observed that whereas in immature (confluent) brown adipocytes *H19* mostly recruited proteins annotated as RNA-binding proteins (RBPs, e.g., *H19* interactors like *Insulin Like Growth Factor 2 Binding Protein 3 (IGFBP3)*)^52^, in differentiated cells *H19* preferentially associated with proteins classified as chromatin binders or chromatin modifiers (Fig. 5l, m). Of note, *H19* bound DNA methyltransferase MBD1 (and its homolog MECP2) only in differentiated PIBA cells. Crucially, *H19*-MBD1 complexes affect histone 3 lysine methyltransferases (KMT) dependent deposition of repressive H3K27 trimethylation marks and *H19* or MBD1 loss both resulted in reduced H3K9me3 at PEG loci like *Igf2*, *Solute Carrier Family 38 Member 4 (Slc38a4)* and *Mest/Paternally Expressed 1 (Peg1)*^50^. Accordingly, we observed in primary mature brown adipocytes that siH19 and/or siMbd1 RNAi increased BAT-abundant PEGs with similar tendencies, arguing for functional H19/MBD1 complexes in these cells (Supplementary Fig. 5e). Presence of *H19*-MBD1 complexes occurring solely in mature brown adipocytes thus supports the notion of *H19* as PEG gatekeeper in brown adipocytes, potentially via MBD1-dependent alterations of H3K9me3 KMTs recruitment. Crucially, the same phenomenon does not occur in white adipocytes where *H19* abundances are low.

We reasoned that PEG enrichment in subcutaneous and visceral WAT pinpoints towards an underappreciated involvement of PEGs in WAT-relevant processes like white adipogenesis or lipid accrual, i.e.,processes that sensitize towards increased adiposity and obesity. To address this, we quantified PEGs/MEGs in DIO using RNA-Seq and, performing GSEA^27^, observed trends towards decreased PEG levels in cold-exposed (Fig. 5n) and elevated PEG expression in obese BAT (Fig. 5o). In an elegant study, Koza et al. biopsied adipose tissue from C57BL6 mice before HFD feeding^53^. Profiling the pretreatment samples from low and high BW gainers of the 107-animal cohort, the authors reported gene signatures for DIO susceptibility. Reanalyzing this data set, we found clear evidence that PEG levels foreshadow obesity susceptibility even before overnutrition (Fig. 5p). Finally, *H19* correlated negatively, whereas 5 of 10 fat-abundant PEGs (*Gpr1, Mest*, *Nnat*, *Peg3*, and *Sgce*) correlated positively with DIO susceptibility across a panel of 25 phenotypically and genetically discordant mouse strains^54^ (Fig. 5p–r, Supplementary Fig. 5f). Taken together, we believe that *H19*-MBD1 complexes repress PEG but not MEG expression in brown adipocytes, supporting a notion according to which individual PEGs^47,55,56^ but also paternal monoallelic gene expression in general sensitizes towards fat accumulation and diet-induced weight gains, a process at least partially repressed by the lincRNA *H19* in BAT.

Collectively, we here demonstrate that the conserved lincRNA *H19* is uniquely required for differentiation and mature fat cell function of brown but not white adipocytes in vitro and that brown adipose *H19* ensures energy dissipation in vivo. One mechanism of how *H19* supports EE could be its cell-intrinsic control of mitochondrial biogenesis in mature brown adipocytes and the ensurance of maintaining quiescence of obesity-predisposing PEGs in BAT.

## Discussion

Our results collectively indicate that the conserved lincRNA *H19* promotes brown adipocyte differentiation and function in vitro and that *H19* ensures energy dissipation in vivo. In addition, we observed that *H19*-mediated alterations of IGN constitutes an important regulatory layer of BAT development and function according to which PEGs affect brown fat negatively (*Dlk1*, *Peg1*, *Ndn*, paternally expressed GNAS isoform XLαs), whereas MEGs (Gαs) affect BAT positively^43^. The kinship theory of the evolution of imprinting predicts that PEGs should act to reduce energy-costly thermogenic output^57^. Our data are broadly consistent with this prediction as loss of *H19* in brown adipocytes leads to coordinated transcriptional upregulation of multiple paternally imprinted genes. This finding is distinct from canonical imprinting regulation in that perturbed imprinting control should lead to downregulation of some imprinted genes with a reciprocal upregulation of others.

We obtained no evidence for changes in canonical imprinting in our models, amongst others because DNA methylation of affected PEGs ICRs and *Igf2*/*Ctcf* expression was unaltered by *H19* loss in brown adipocytes. Our data rather suggest that this unique pattern of PEG regulation is maintained through *H19*/Mbd1 complexes acting in *trans*. Although evidence supporting this was collected from a single *Mbd1* siRNA, MBD1 was already shown to interact with *H19* to regulate IGNs during embryo growth^50^. Yet, future studies are needed to show if *H19* PEG gatekeeper function persists at thermoneutrality or other (e.g., surgical) models of altered BAT-evoked EEs.

Because of the role of PEGs in WAT-relevant processes like white adipogenesis and adipocyte cell size regulation, it is plausible to assume that *H19* preserves BAT homeostasis during DIO by its cell-intrinsic control of mitochondrial biogenesis in mature brown adipocytes and by maintaining quiescence of obesity-predisposing PEGs in BAT. In line with this hypothesis are data showing brown adipocyte death as a consequence of DIO induce whitening of BAT^58^, a process suppressed by *H19*.

Collectively, our data suggest that *H19* acts as PEG gatekeeper in brown adipocytes, potentially acting via MBD1-dependent alterations of H3K9me3 KMTs recruitment are in line with previous reports demonstating that *H19* regulates fine-tuned regulation of embryonic growth mediated by the *H19* gene. Identification of the underlying molecular mechanisms through which it controls its targets is an important issue.

## Methods

### Animal care and research diets

All animals were maintained on a C57BL/6 background, housed in groups of 3–5 animals per cage on a constant 12 h light/dark cycle in a SPF-controlled facility with regular testing for pathogens. All experimental mice were 17–18 weeks of age at sacrifice. Experimental mice were exposed to HFD feeding for 15 weeks (H19 TG and H19^∆AT^ mice versus littermate Controls) and 17–18 weeks of age at sacrifice. Care of animals was within institutional and animal-care committee guidelines approved by local (Bezirksregierung Köln) or regional (Tierschutzkommission acc. §15 TSchG of the Landesamt for Natur, Umwelt und Verbraucherschutz (LANUV) North-Rhine Westphalia, Germany, internal accession no. 84–02.04–2014.A068) authorities. Unless otherwise indicated, animals were allowed ad libitum access to control diet (CD, D12450B* mod LS; Sniff) containing 62 kJ% carbohydrates, 27 kJ% protein, and 11 kJ% fat and drinking water. DIO was achieved by feeding a high-fat diet (HFD, D12492 (I) mod; Sniff) containing 22 kJ% carbohydrates, 24k J% protein, and 54 kJ% fat from starting at 3 weeks of age.

### Mouse husbandry

Adipose tissue samples used for acquisition of a tissue RNA-Seq profile were taken from male C57BL/6 mice (Charles River). At time of sacrifice, the mice were 32 weeks of age and 28 weeks exposed to CD feeding. C57BL/6 male mice used for CD versus HFD feeding came from Charles River. Upon dissection, the mice were 32 weeks of age and 28 weeks exposed to CD or HFD feeding. For cold exposures, 10–12 weeks old C57BL/6 male mice were either constantly housed at 22 °C or exposed to 4 °C cold challenges for 20 h, fasted for additional 4 h, and sacrificed thereafter. *H19* overexpression was achieved using a mouse strain harboring yeast artificial chromosomes (YACs, present in ten genomic copies) with each YAC cassette containing a 130 kb transgene spanning the entire *H19*-Igf2 cluster with a LacZ-inactivated *Igf2* coding sequence (MGI accession number 5648556, Symbol: Tg(Igf2/LacZ,H19)YZ15Aco; H19 TG)^31^. Non-transgenic littermates were used as controls. Only male, non-randomized mice were used, the investigator not blinded to genotypes due to strong phenotypical differences (e.g., in body weight upon HFD feeding) between H19 TG and Controls. Mice harboring loxP-flanked *H19* differentially methylated regions (DMR; H19-DMR^flDMR/flDMR^) were generated as described^59^ and obtained from Linheng Li (Stowers Institute). Female H19-DMR^flDMR/flDMR^ were bred with male C57BL/6 expressing adipose-selective Adiponectin (*Adipoq*)-promoter driven Cre (H19-DMR^wt/wt^; Adipoq-Cre^tg/wt^) to obtain H19-DMR^flDMR/wt^; Adipoq-Cre^tg/wt^ (H19^∆AT^) and H19-DMR^flDMR/wt^; and Adipoq-Cre^wt/wt^ control littermates (Control to H19^∆AT^). Only male, non-randomized mice were used with the experimentator not blinded to the genotype.

### Mouse RNA isolation

RNA from indicated tissues and primary adipocytes was isolated using Trizol® according to manufacturer’s protocols for total RNA isolation. For subcellular localization analyses, RNAs were purified from nuclear and cytoplasmic fractions obtained using the PARIS kit (Ambion) according to manufacturer’s protocol.

### Deep RNA-sequencing procedure

(1) For 4 °C versus 22 °C and CD versus HFD BAT samples: library preparation and sequencing was performed at the Max Planck-Genome-centre Cologne, Germany. Following initial quality checks, 1 µg total RNA of each sample was depleted for rRNA using NEBNext® rRNA depletion Kit (human/mouse/rat). Library preparation was performed with NEBNext Ultra™ Directional RNA Library Prep Kit for Illumina (New England Biolabs). All libraries were sequenced in parallel on a HiSeq2500 instrument (Illumina) in 2 × 100 bp sequencing mode. (2) For siH19 and siCtrl transfected 1° BAT and 1° vWAT samples: library preparation and sequencing was carried out by the Core facility Genomics, Medical University of Vienna, Vienna, Austria. Briefly, sequencing libraries were prepared using the NEBNext® Ultra™ II RNA Library Prep Kit according to manufacturer’s instructions and sequenced on Illumina NextSeq550 platforms. The resulting 75 bp single-end reads were quality-checked with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), and low quality reads were removed using the fastq_quality_trimmer (“-t 20 -l 25” parameters) from the FASTX-Toolkit.

### Deep RNA-sequencing data processing

RNA-Seq data were processed using the QuickNGS analysis pipeline^60^, version 1.2.7, based on Ensembl release 87. In brief, reads were mapped to the GRCm38 assembly of the mouse genome using Tophat2, version 2.0.10, and reassembled with Cufflinks, version 2.1.1. Differential gene expression was analyzed using the DESeq2 package, version 1.10.1. The results were uploaded to the QuickNGS database and combined with multiple annotations using the biomaRt package. For 4 °C versus 22 °C and CD versus HFD BAT samples, *n* = 2 per condition and for siH19 and siCtrl transfected 1° BAT and 1° vWAT samples, *n* = 3 per condition.

### Gene set enrichment analysis

GSEA is a computational pathway analysis tool that determines if a given set of manually curated genes show statistically significant, concordant differences between two biological states (http://www.broadinstitute.org/gsea/index.jsp). A list of murine imprinted genes from www.geneimprint.com was used to construct gene sets representing all known PEGs and MEGs, respectively. Genes were first ranked based on real value using the weighted signal-to noise metric. *p*-values and false discovery rates (FDR) for the enrichment score of each gene set were calculated based on 1000 gene set permutations.

### Cultivation of PIBA cell lines

PIBA cell lines were generated in-house (s. below) and maintained in growth medium Dulbecco’s modified Eagle’s medium (DMEM, PAA) containing 4.5 g/l glucose supplemented with 10% FCS, 5 mM L-glutamine, 0.1 mM non-essential amino acids, 1 mM sodium pyruvate and 1× penicillin/streptomycin (P/S). Cells were grown to confluency in differentiation medium (DMEM, 20 nM insulin, 1 nM T3). Brown adipocyte differentiation was induced using differentiation medium supplemented with 0.125 mM indomethacin, 2 mg/1 dexamethasone, and 0.5 mM isobutylmethylxanthine for 1 day and incubated in differentiation medium for 5 more days.

### Generation of stable PIBA cell lines

PIBA cells were prepared from C57BL/6 mice based on principles described in Klein et al.^61^ with slight modifications. Interscapular BAT from postnatal day three newborn-mice were resected and minced in 500 µl sterile PBS. Tissue pieces were subjected to collagenase digestion by adding 500 µl digestion buffer (123 mM NaCl, 5 mM KCl, 1.3 mM CaCl2, 5 mM glucose, 100 mM HEPES, 1% P/S, 4% BSA) containing 1.5 mg/mL Collagenase A (Roche), followed by repeated cycles of vortexing for 10 s and incubation at 37 °C for 30 s every 5 min until a single cell suspension was achieved. Cell suspensions were filtered through a 100 µm screen and cells collected by centrifugation at 422.2× *g* for 5 min. The cells were then resuspended in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 4.5 g/l glucose, 20% fetal calf serum (FCS), 20 mM HEPES, sodium pyruvate, L-glutamine, non-essential amino acids and 1% P/S and cultured at 37 °C with 5% CO2. Media was changed every day until cells had reached 80% confluency and were passaged once. For immortalization cells were transfected with a plasmid encoding the SV40 large T-antigen using Lipofectamine 2000 transfection-reagent (Invitrogen) according to the manufacturer’s instructions. PIBA cells were tested mycoplasma negative before experiments.

### Isolation stromal-vascular fraction derived 1° adipocytes

To isolate depot-specific SVF cells, male C57BL/6 mice were sacrificed by CO2 or cervical dislocation. Next, interscapular BAT, posterior inguinal subcutanous (scWAT) and perigonadal visceral (vWAT) tissue of 6–8 weeks old male of indicated genotypes was removed and tissues transferred into serum-free DMEM/Ham’s F-12 medium. To obtain sufficient cell numbers, BAT tissues were pooled according to genotype if needed. In a sterile environment, tissue medium was aspirated before cutting the adipose tissue into pieces until a homogenized consistency was achieved. Homogenized tissue was collected in a 50 ml tube filled with 10 ml serum-free DMEM/Ham’s F-12 medium. To wash out cellular debris, 5 ml of the lower phase without visible tissue chungs were aspirated, 5 ml serum-free DMEM/Ham’s F-12 medium added and in a final wash 5 ml of the infranatant removed. For each scWAT and vWAT tube 1 mg/ml Collagenase II, 1. 5% BSA, 6.6 ml serum-free medium and 100 µl DNase (15 kU/ml) were prepared. For each BAT tube the same substances as for scWAT and vWAT plus 240 µl Dispase I (50 U/ml) were added. To each adipose tissue preparation, 10 ml of the mixed enzyme solution were added. Next the tubes were placed in a 37 °C water bath and shaken at 120 rpm/min for 15 min. The tubes were vigorously shaken by hand before warming again at 37 °C for another 15 min at 120 rpm/min. For purification, the cell suspension was filtered through 100 µm filters into a 50 ml tube filled with 20 ml DMEM/Ham’s F-12 medium. The suspension was centrifuged for 5 min, 21 °C and 200× *g*, supernatants discarded and pellets resuspended in 1 ml DMEM/Ham’s F-12 growth medium (DMEM/Ham’s F12 medium plus 10% Fetal Calf Serum, 1% P/S, 0.1% Biotin and 0.1% pantothenic acid) and filled up to 10 ml. After centrifugation for 5 min, 21 °C and 200× *g*, the medium was aspirated up to 1 ml, the pellet resuspended and transferred into a 15 ml tube. The tube was filled up to 13 ml with growth medium and centrifuged for 5 min, 21 °C and 200× *g*. Next, supernatants were aspirated and pellets resuspended in 1 ml Erythrocyte Lysis Buffer for 5 min. The tube was filled up to 13 ml and centrifuged for 5 min, 21 °C and 200× *g*. The supernatant was aspirated up to 1 ml solution. In the remaining 1 ml, the pellet was resuspended and the solution filtered using a 30-µm filter wetted with 500 µl growth medium. After filtration, the filter was rinsed with 500 µl growth medium and isolated cells counted using a Neubauer Counting Chamber to seed 50,000 cells/well in flat bottom 24-well-plates.

### Induction of SVF adipogenesis

To induce commitment of SVFs into mature adipocytes, freshly prepared 0.05% Insulin, 0.005% Dexmethasone, 0.001% Rosiglitazone, and 0.05% 3-Isobutyl-1-methylxanthin (IBMX, scWCAT and vWAT) or 0.1% Indomethazine, 0.001% Triiodothyronine (BAT) in growth medium (induction medium) were added to confluent cells. After 48 h of induction, differentiation was initiated using freshly prepared 0.001% Rosiglitazone (scWAT and vWAT) or 0.001% Triiodothyronine (BAT) in growth medium (differentiation medium). Differentiation was achieved after 3–4 days of incubation in differentiation medium.

### LNA-mediated gene knockdown of primary adipocytes

Primary brown adipocytes were derived from depots-specific SVFs as described above. Cells were grown until confluency in growth medium. For *H19* inhibition custom-made LNA GapmeRs were transfected after cells reached confluency (GapmeR sequences are provided in Supplementary Data 6). Lipofectamine 2000 was diluted 1:62.5 in Opti-MEM. For a final concentration of 25 nM, respective LNAs (stock 10 µM) were diluted 1:50 in Opti-MEM. Both solutions were incubated for 5 min at RT. LNA and Lipofectamine solutions were mixed at equal volumes and incubated for 20 min at RT. The cells were washed with pre-warmed PBS and 750 µl of growth medium without P/S added to each well. A volume of 250 µl of LNA/Lipofectamine mix was added and cells incubated for 24 h at 37 °C and 5% CO_2_ before changing medium to induction medium.

### siRNA-mediated gene knockdown of primary adipocytes

SiRNAs targeting *H19* (siH19, oligo n253571) or non-targeting Control (siCtrl, Cat. No. 4390843; both 100 nmol/l, Invitrogen) were delivered into 1° BAT or vWAT adipocytes by Amaxa nucleofection (Lonza Bioscience) according to manufacturer’s recommendations. The cells were utilized 48–72 h after transfection. SiRNA sequences are provided in Supplementary Data 6.

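The 3 siRNAs against *H19* listed there were located by matching the 19-base core of each guide strand to the *H19* transcripts of the GENCODE annotation on GRCm38. Each site lies within the transcribed *H19* RNA, which has no annotated coding sequence, so that the sites are exonic and outside any UTR. On the 5-exon transcript of 2286 bases, the siRNA listed as siH19 targets GTCTCGTTCTGAATCAAGA in exon 4, on the minus strand of chromosome 7 from 142576255 to 142576273. The siRNA listed as siH19#2 targets AGCTTTGAGTCTCTCCGTA in exon 5, from 142575771 to 142575789. The siRNA listed as siH19#3 targets CCAGCCTTCTTGAACACCA across the junction of exons 2 and 3, with 12 bases in exon 2, between 142576524 and 142576624. Each target was found in 5 of the 7 annotated *H19* transcripts and, as a full match, in the transcripts of no other gene (0 other genes). The sample labels of the RNA-Seq libraries name the siRNA with the number 3, whereas the methods name a single oligo without giving its sequence.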

### Immunoblot analysis

For protein isolation, the medium of cells was aspirated and the plates were stored on ice. The cell monolayer was washed gently one time with ice-cold PBS. Excess PBS was aspirated. A volume of 50 µl of RIPA lysis buffer with inhibitors was added to each well of the 24-well plate. RIPA buffer was composed of 50 mM Tris-HCL pH 7.5, 150 mM NaCL 1 mM EDTA, 0.1% sodium deoxycholate, 1% NP-40, 1× protease inhibitor and 1× phosphatase inhibitor. An ice-cold cell scraper was used to scrape the cells. The lysate was transferred to 1.5 ml Eppendorf tubes. The samples were snap-frozen in liquid nitrogen and thawed on ice for three repeated cycles. After 10 min of centrifugation at 12,000× *g* and 4 °C the supernatant was transferred to fresh tubes and stored on −80 °C. Protein concentration was determined using the bicinchonoinic acid method. Samples were separated by SDS-PAGE after being mixed with 4× Laemmli Sample Buffer containing 10% β-mercaptoethanol and heated to 95 °C for 5 min. Afterwards, proteins were transferred to nitrocellulose membrane for incubation with primary antibodies raised against PGC-1A (sc-13067, Santa Cruz 1:500), UCP1 (sc-6528, Santa Cruz, 1:500). Calnexin (208–880, Calbiochem, 1:5000) served as loading control. Uncropped scans of the blots can be found as a Supplementary Figure in the Supplementary Information.

### Oil Red O Staining

ORO solution was prepared by dissolving 0.3 g ORO dye in 60 ml isopropanol in the dark overnight at room temperature. Afterwards, 40 ml dH2O was added and the solution filtered. In a fume hood the media of the cell plates was aspirated and plates rinsed with 2 ml of sterile PBS per well. Next, PBS was aspirated and 1 ml of 10% formalin added. Cells were incubated for 1.5 h at room temperature, excess formalin removed, wells washed with 2 ml PBS and stained with 1 ml ORO staining solution for 2 h. Before image acquisition, the wells were washed twice with dH2O for 5 min.

### Oxygen consumption rates and glycolytic activity

SVF from indicated adipose tissue depots were seeded into Agilent Seahorse XFe96 Bioanalyzer microplates. Per well 50,000 cells were seeded and incubated in DMEM/Ham’s F-12 medium plus 10 % Fetal Calf Serum, 1% P/S, 0.1% Biotin and 0.1% Pantothenic acid (Growth medium) at 37 °C and 5% CO2 at a standard incubator until confluency is reached. For *H19* inhibition cells were transfected as described above directly in the Seahorse setup. For this, the cells were washed with pre-warmed PBS and 75 µl of growth medium w/o P/S added to each well. A volume of 25 µl of LNA/Lipofectamine mix was added and cells incubated for 24 h at 37 °C and 5% CO_2_ before changing medium to induction medium. To induce commitment of SVFs into mature adipocytes directly within the Seahorse microplates, freshly prepared 0.05% Insulin, 0.005% Dexmethasone, 0.001% Rosiglitazone, and 0.05 % IBMX (scWCAT and vWAT) or 0.1% Indomethazine, 0.001% Triiodothyronine (BAT) in growth medium (induction medium) were added. After 48 h of induction, differentiation was initiated using freshly prepared 0.001% Rosiglitazone (scWAT and vVAT) or 0.001% Triiodothyronine (BAT) in growth medium (differentiation medium). Differentiation was achieved after 3–4 days of incubation in differentiation medium. For each seahorse plate the corresponding calibration plate was prepared 24 h prior to experiments using 200 µl XF Seahorse Calibrant Agilent per well. The plate was incubated for 24 h in a non-CO2 incubator at 37 °C and the instrument set to 37 °C 24 h prior to the experiment. One hour before measuring the plate, it was washed with PBS and the medium changed according to the corresponding experiment analyte kits (MitoStressKit or GlycoStressKit, provided by the manufacturer). Prior to measurement, calibration was started using calibration plates, measuring O2 and pH LED Value/emission/Initial reference Delta for each well. After calibration cartridges were kept within the machine and measurement of adipocyte-containing microplates commenced. Measurement parameters were: Mix: 3 min, wait 0 min, measure 3 min with each reagent’s effect assessed within 3 (MitoStressKit) or 4 measurement cycles (GlycoStressKit) with a total duration of 18 or 24 min per reagent injection. All measurements started with measuring basal values, followed by injection of Oligomycin, FCCP and Rotenone + Antimycin A (MitoStressKit) or Glucose, Oligomycin and 2-Deoxy-Glucose, GlycoStressKit). Coupling efficiencies were calculated as reported recently^62^.

For MitoStress Kits, corresponding media were prepared shortly before the experiment and consisted of Basal Seahorse Medium supplemented with 25 mM Glucose, 1 mM Glutamine, 2 mM Sodium Pyruvate, set to pH = 7.4 and filtered sterile. Per Plate ca. 25 ml of MitoStress Medium were needed and Seahorse cell plates were changed to 180 µl MitoStress medium 1 h prior to calibration in a non-CO2 incubator at 37 °C. The calibration plate possessed a cartridge having 4 pockets per well. Before the measurement pocket A was filled with 20 µl 10 µM Oligomycin, pocket B with 22 µl 10 µM FCCP and pocket C with 25 µl 5 µM Antimycin A and Rotenone. For the GlycoStressKit, the cell plate was washed with PBS and media changed to filtered 180 µl GlycoStress medium. GlycoStress medium consisted of Basal Seahorse Medium supplemented with 1 mM Glutamine and 2 mM Sodium Pyruvate, set to pH = 7.4 and stored for 1 h in a non-CO2 incubator at 37 °C. The calibration plate possessed a cartridge having 4 pockets per well. Shortly before the measurement pocket A was filled with 20 µl 10 mM Glucose, pocket B with 22 µl 10 µM Oligomycin and pocket C with 25 µl 50 mM 2-Deoxy-Glucose.

### Glucose tolerance test & insulin tolerance test

At the time of performing insulin tolerance test (ITTs), mice were 12 weeks of age and 9 weeks exposed to CD or HFD feeding. The ITT was carried out in random-fed mice at 9–10 am in the morning in fresh cages with bedding, free access to drinking water but no food. After determining basal blood glucose levels (0 min), each animal received 0.75 U/kg of body weight of insulin (Actrapid; Novo Nordisk). Blood glucose levels were recorded after 15, 30 and 60 min in male H19^∆AT^ (CD, *n* = 5), Control (Control for H19^∆AT^, CD, *n* = 5), H19^∆AT^ (HFD, *n* = 4), Control (Control for H19^∆AT^, HFD, *n* = 5), H19 TG (CD, *n* = 6), Control (Control for H19 TG, CD, *n* = 5), H19 TG (HFD, *n* = 6), and Control (Control for H19 TG, HFD, *n* = 4) mice. At the time of performing glucose tolerance test (GTTs), mice were 13 weeks of age and 10 weeks exposed to CD or HFD feeding. GTT was carried out at 12 am after a 6 h fast starting in the morning. After determining basal blood glucose levels (0 min), animals received an intraperitoneal bolus of 2 g glucose per kilogram of body weight (20% glucose, Delta select). Blood glucose levels were determined 15, 30, 60, and 120 min after injection using an automatic glucose monitor (Contour, Bayer Diabetes Care) in male H19^∆AT^ (CD, *n* = 5), Control (Control for H19^∆AT^, CD, *n* = 5), H19^∆AT^ (HFD, *n* = 4), Control (Control for H19^∆AT^, HFD, *n* = 5), H19 TG (CD, *n* = 6), Control (Control for H19 TG, CD, *n* = 5), H19 TG (HFD, *n* = 5), Control (Control for H19 TG, HFD, *n* = 5) mice. Animals were excluded from analysis that showed no increase/decrease of blood glucose levels after i.p. injection of glucose (GTT) or insulin (ITT), respectively, assuming injection outside of the peritoneal cavity as required for the assay.

### Indirect calorimetry (PhenoMaster)

Upon indirect calorimetry measurements, mice of all genotypes and diets were 16 weeks of age and 13 weeks exposed to CD or HFD. Metabolic measurements were obtained using a PhenoMaster System (TSE Systems). For this, five days before analysis, the mice were placed alone in training cages, identical to the 7.1-l chambers of the PhenoMaster open circuit calorimetry system and continued to receive respective diets (CD, HFD) throughout training and data acquisition. Diets and water were provided ad libitum in the appropriate devices and food intake measured by the built-in automated instruments. Parameters of indirect calorimetry were measured initially for 96 h at 22 °C (warm measurement). Subsequently, temperatures within the PhenoMaster setup were reduced to 4 °C (cold measurement) and data acquired for 96 h. At the end, NE was administered at 4 °C intraperitoneally at a final concentration of 1 mg/kg and measurements continued for another 24 h (NE measurement) to measure maximally activated BAT uncoupling effects. Mean values for each time of day were calculated and plotted for warm, cold and NE measurement in male H19^∆AT^ (CD, *n* = 5), Control (Control for H19^∆AT^, CD, *n* = 5), Male H19^∆AT^ (HFD, *n* = 4), Control (Control for H19^∆AT^, HFD, *n* = 5), H19 TG (CD, *n* = 5), Control (Control for H19 TG, CD, *n* = 4), H19 TG (HFD, *n* = 4), Control (Control for H19 TG, HFD, *n* = 5) mice.

### mRNA isolation and quantitative RT-PCR (qPCR) analysis

Total RNA was isolated from primary adipocytes and tissues using peqGOLD TriFast (PEQLAB Biotechnologie). mRNA was reverse transcribed into complementary DNA using EuroScript reverse transcriptase (Eurogentec). Abundances of mRNAs/lncRNAs were quantified by TaqMan Assay on Demand Kits (Applied Biosystems) according to the manufacturer’s protocol if not indicated otherwise. Abundances of *Adipoq, Afg3l2, CD24, CD29, Cdkn1c, Cebpa, Cebpb, Cox4i1, Cox7a1, Cox8b, Drp1, Elovl3, Fabp4, Fis1, Gata2, H19, hnNctc1, Igf2r, Ly6a, Mff, Mfn1, Mfn2, Mrpl12, Nctc1, Ndufaf2, Ndufaf7, Ndufs2, Ndufv2, Nrf1, Nrf2, Opa1, Peg10, Plagl1, Polg, Ppara, Pparg, Pgc1a, Prdm16, Sdha, Slc22a3, Tgfb2, Ucp1*, and *Uqcr10* were quantified using SYBR methodology using Select Master Mixes (Thermo Fisher). The relative abundance of mRNAs was calculated using comparative methods (2^−δδCT^) according to ABI Relative Quantification Methods. Transcript levels of mRNAs were normalized to hypoxanthine phosphoribosyltransferase 1 (*Hprt1*) expression; *Hprt* abundances were unaffected across all experimental conditions. SYBR primer sequences are provided in Supplementary Data 6.

### Immunohistochemistry

Resected BAT, scWAT, vWAT, and liver specimens were incubated at 4 °C overnight in 4% paraformaldehyde, embedded in paraffin and sliced according to standard protocols. Haematoxylin and eosin (HE) stainings were carried out after deparaffination as described^63^.

### Automated adipocyte quantification

HE stainings were prepared as described above. An automated workflow was devised to segment and measure adipocytes from the tissue images. First, the interactive learning and segmentation toolkit ilastik (www.ilastik.com) was used to train tissue-specific pixel-level classifiers on the RGB photomicrographs. For classification of BAT three classes were defined (membrane, vacuole, nucleus) and a classifier using a set of eleven optimized features selected by the filter method was trained based on a manually labeled training data set. For images from scWAT and vWAT a unified classifier was trained with just two classes (membrane and vacuole) and using all available features. Application of the classifiers to the respective image sets resulted in two or three class probability maps, which were fed in Cellprofiler to segment and individually measure single adipocytes. The vacuole probability map was smoothed and automatically thresholded. The obtained binary vacuole mask was subjected to morphological closing to fill small holes. The result was used to mask the original vacuole probability image, which then was used to perform intensity/probability based cell segmentation by means of the Cellprofiler Identify Primary Objects module. The cell masks were expanded until touching their neighboring cells and cells intersecting with the image border before expansion were excluded. Size and shape parameters of the remaining cells were measured.

### Electron microscopy and mitochondrial morphometry

For the fixation of the tissues the specimen were cut into small (~1 mm^3^) pieces and stored in fresh fixative (10 ml Caco-buffer, 1.6 ml of 25 % Glutardialdehyd, 5 ml of 8% PFA in H2O, filled up to 20 ml with DEPC-treated H2O with pH-value adjusted to 7.3) for 16–24 h at 4 °C. For embedding of the fat tissue samples were washed 4× for 20 min in 0.1 M Caco-buffer (pH = 7.2–7.3) at 4 °C. The samples were stored for 2 h in 2% OsO_4_ in 0.1 M Caco-buffer (pH = 7.2–7.3) at 4 °C in the dark. Afterwards, samples were washed in 0.1 M Caco-buffer (pH = 7.2–7.3) 4× for 20 min at 4 °C. For dehydration samples were stored in ice-cold 50% EtOH for 20 min at 4 °C. Next, samples were kept in ice-cold 70% EtOH at 4 °C overnight. The next day, samples were stored for 20 min in ice-cold 90% EtOH at 4 °C. After that, the samples were stored 3× for 20 min in ice-cold 100% EtOH at 4 °C, 20 min in equal volumes of Propylenoxid:EtOH at 4 °C and 2 × 20 min in pure Propylenoxid at 4 °C. For transfering the samples to epon (20 g Epoxy, 11 g DDSA, 9 g NMA, 0.8 g DMP30) samples were stored for 5 h in equal volumes of Epon:Propylenoxid at 4 °C. Moreover, samples were incubated in 3:1 volumes of Epon:Propylenoxid overnight at 4 °C. Fresh epon was used first to store the samples at 4 °C during the day as well as overnight at 4 °C. On the next day, samples were immersed in fresh epon for 2 h with opened lid. The final embedding was performed in a flat form in fresh epon for 72 h at 62 °C. After embedding the samples, semi-thin sections (500 nm) were cut with a Leica UC6 ultramicrotome to check the quality of the sample. Afterwards, ultrathin sections were produced. The sections were fit to the grid and contrasted. The grid was incubated for 15 min in 1.5% aqueous Uranylacetate, washed 5× in distilled H_2_O, incubated again for 4 min in lead citrate and washed 5× in distilled H_2_O. Finally, samples were checked with electron microscope Jeol 2100 Plus equipped with a Gatan camera.

### Study participants

Paired samples of scWAT and omental vWAT were obtained from 169 individuals (113 women, 56 men). The age ranged from 19 to 88 years and BMIs from 18.9 to 73.1 kg/m². All adipose tissue samples were collected during laparoscopic abdominal surgery^64^. Adipose tissue was immediately frozen in liquid nitrogen and stored at −80 °C. The study was approved by the Ethics Committee of the University of Leipzig (approval no: 159-12-21052012), and performed in accordance to the declaration of Helsinki. All subjects gave written informed consent before taking part in this study. BMI was calculated by weight (kg) divided by square of height (m). All baseline blood samples were collected between 8 and 10 am after an overnight fast. Plasma glucose, HbA1c, HDL-, LDL-cholesterol, free fatty acids, and triglycerides were measured in an automated analyzer (Cobas 8000, Roche Diagnostics, Mannheim, Germany).

### Analysis of H19 expression

RNA from human scWAT and vWAT was extracted by using RNeasy Lipid Tissue Mini Kit (Qiagen, Germany). Quantity and integrity of RNA was monitored via spectrophotometry using NanoVue plus (GE Healthcare, Germany). A volume of 1 µg total RNA from scWAT and vWAT adipose tissue were reverse transcribed with standard reagents (Life technologies, Germany). cDNA was processed for TaqMan probe-based quantitative real-time polymerase chain reaction (qPCR) using the QuantStudio 6 Flex Real-Time PCR System (Life technologies, Germany). Expression of *H19* was calculated by standard curve method and normalized to the expression of hypoxanthine guanine phosphoribosyltransferase 1 (*HPRT1*) as housekeeping gene. TaqMan probes (Life technologies, Germany) for *H19* (Hs00262142_g1) and *HPRT1* (Hs01003267_m1) span exon-exon boundaries to improve the specificity of the qPCR.

### CHART-MS

For ChART-MS, PIBA cells were seeded and either only grown to confluency or induced to differentiate. The cells were washed with 1× PBS and fixed with 1 % Formaldehyde for 10 min and fixation quenched with 0.125 M Glycine. The cells were washed with ice-cold 1× PBS, scraped off and centrifuged for 5 min at 100× *g*. The supernatant was aspirated and cells stored on −80 °C. The cells were lysed in 400 µl lysis buffer, resuspended and stored on ice for 5 min. This step was repeated and 0.1% of NP-40 was added to the lysis buffer. 1 ml of Sucrose buffer was pipetted into a new tube. The lysed cells (max. 400 µl) were carefully pipetted to the center of the sucrose buffer and samples centrifuged for 10 min at 7000× *g* at 4 °C. The lysis step with only 400 µl of lysis buffer and the sucrose step was repeated. After centrifugation, supernatants were discarded and nuclei washed with 1 ml PBS. The tube was centrifuged for 1 min at 7000× *g*, supernatants discarded and 1 ml of PBS added. Suspensions were resuspended and vortexed until achieving a single nucleus suspension. For crosslinking of nuclei 2% formaldehyde was added for 30 min, tubes vortexed and stored for 30 min on a wheel at room temperature. For quenching 0.125 M Glycine was added and samples centrifuged for 1 min at 7000× *g* at 4 °C. Supernatants were discarded and nuclei washed with 1 ml PBS. The samples were centrifuged at 7000× *g* for 1 min. Washing was repeated with 2 min of centrifugation in between. Supernatants were discarded and 300 µl nuclear lysis buffer and RNAse inhibitor added. Samples were vortexed and incubated for 5 min on ice. PBS and protease inhibitor were added in equal volumes to nuclear suspension and the suspensions vortexed. To lyse residual nuclei a tip sonicator was used with the following conditions: 3× cycles 10%, 3 × 10 s, POWER 10%. The suspension was transferred into Diagenode TPX microtubes and tubes sonicated with following conditions: Amplitude: 35%, 15 s ON, 15 s OFF, 36 cycles, time: 9 min for appropriate shearing of mature brown adipocyte chromatin. Afterwards, samples were centrifuged at 17,000× *g* for 5 min and supernatants transferred to new tubes. Gross nucleic acid abundances were quantified using a Nanodrop instrument and 75 µg chromatin mixed with RNAse inhibitor and 650 pmol of oligonucleotides (OGNs) conjugated to Biotin-TEG. (Biotin-TEG increases OGN–biotin distances to ~15 atoms using a triethyleneglycol (TEG) spacer. Biotin-TEG therefore is used to avoid steric hindrances and improve attachment of OGNs to beads.) Samples were vortexed carefully and spun down, stored at 55 °C and shaked on 600 rpm for 10 min. Temperature was decreased to room temperature and samples stored overnight at 55 °C. The beads were mixed with 1 ml of Solution 1 (1 M NaCl and 0.1 % Tween), tubes vortexed, centrifuged shortly and transferred to a magnetic rack. The beads were washed 3× with solution 1. In the meantime, samples were adjusted to 1 M NaCl, vortexed and 50 µl of beads and RNase inhibitor added to the solution. The tubes were stored on a rotator for 30 min at RT, centrifuged, stored in the magnetic rack and supernatants discarded. Beads were washed 2× with 1 ml of Solution 1 and 3× with 1 ml of Solution 2 (1 M NaCl, 0.1% Tween, 0.1 % SDS). For this, solutions were added, tubes vortexed and stored on a shaker 1050 rpm set to 16 °C for 5 min. Afterwards, tubes were stored in the magnetic rack and supernatant discarded. For the final elution, beads were resuspended in 300 µl elution buffer (0.2 M NaCl, 0.1% SDS, 10 mM Tris pH = 8.0) and 1× Proteinase inhibitor. The samples were incubated on a ThermoShaker for 4–5 h and shaken at 1450 rpm at 65 °C. Finally, eluate was concentrated with Amicon Ultra-0,5 Centrifugal filter. To degrade RNA contaminations, samples were treated with RNAse A. Sequences for *H19* sense and antisense oligonucleotides for RNA-immunoprecipitation are provided in Supplementary Data 6.

### Sample preparation for MS

DTT was added at a final concentration of 5 mM and samples were incubated on 55 °C for 30 min. Afterwards, samples were cooled down to room temperature and Cloroacetamid (CAA) added at final concentrations of 40 mM for 30 min in the dark. Protein digestion was performed using the Single-Pot Solid-Phase-enhanced Sample Preparation technology (experimental details available upon request). In brief, 2 µL of a 10 mg/mL mixture of hydrophilic and hydrophobic carboxylate coated paramagnetic beads (SeraMag Speed Beads, Cat No. 44152105050250 and 24152105050250, GE Healthcare) were added to each sample. Acidified acetonitrile was added to achieve a final concentration of 50% organic solvent. Bound proteins were washed with 70 % ethanol and 100 % acetonitrile. Beads were resuspended in 5 µL 50 mM Triethylammoniumbicarbonate buffer containing 0.1 µg Trypsin (Sigma) and 0.1 µg LysC (Wako). Digestion was carried out for 16 h at 37 °C in a PCR cycler to ensure constant temperatures. Recovered peptides were resuspended in 1% formic acid / 5% DMSO and stored at −20 °C prior to MS analysis.

### Mass spectrometry

All samples were analyzed on a Q-Exactive Plus (Thermo Scientific) mass spectrometer that was coupled to an EASY nLC 1000 UPLC (Thermo Scientific). Peptides were loaded with solvent A (0.1% formic acid in water) onto an in-house packed analytical column (50 cm × 75 µm I.D., filled with 2.7 µm Poroshell EC120 C18, Agilent). Peptides were chromatographically separated at a constant flow rate of 250 nL/min using the following gradient: 5–30% solvent B (0. 1% formic acid in 80% acetonitrile) within 119 min, 30–50% solvent B within 19 min, followed by washing and column equilibration. The mass spectrometer was operated in data-dependent acquisition mode. The MS1 survey scan was acquired from 300–1750 m/z at a resolution of 70,000. The top ten most abundant peptides were isolated within a 2 Da window and subjected to HCD fragmentation at a normalized collision energy of 27%. The AGC target was set to 5 × 10E5 charges, allowing a maximum injection time of 55 ms. Product ions were detected in the Orbitrap at a resolution of 17,500. Precursors were dynamically excluded for 20 s.

### Bioinformatic analysis of MS data

All mass spectrometric raw data were processed with Maxquant (version 1.5.3.8) using default parameters. Briefly, MS2 spectra were searched against the Uniprot MOUSE.fasta database, including a list of common contaminants. False discovery rates on protein and PSM level were estimated by the target-decoy approach to 0.01% (Protein FDR) and 0.01% (PSM FDR). Minimal peptide length was set to 7 amino acids and carbamidomethyolation at cysteine residues was considered as a fixed modification. Oxidation (M) and Acetyl (Protein N-term) were included as variable modifications. The match-between runs option was enabled. LFQ quantification was enabled using default settings. The Maxquant output was processed as follows: protein groups flagged as reverse, potential contaminant or only identified by site were removed from the proteinGroups.txt. The remaining table was analyzed with R. Protein groups with at least two valid values out of three replicates (or 2 out of 2) in at least one of the bait subgroups were directed to statistical analysis. The R STATS Package was used to perform Student’s t-tests to obtain significantly changed proteins. Those peptides with *p*-values < 0.05 and log2 fold-changes > 1 were considered as signficantly different. Proteins that provide 2 or 3 valid values in one bait group and zero in the other, were also considered as significantly different.

### Ingenuity pathway analysis and AMIGO2 GO Term Analysis

In total 3590 peptides were detected by MS. All 168 uniquely identified and significantly enriched (see significance criteria above) peptides with fold-changes ≥ 1.5 between *H19* antisense compared to sense oligonucleotide immunoprecipitation in confluent (*n* = 114) or differentiated (*n* = 102) conditions were analyzed using Ingenuity Pathway Analysis. To construct a functionally interconnected *H19* protein interactome, all *n* = 168 gene were loaded into IPA and gene nodes with *n* ≥ 1 edges to other genes retained. For GO Term classification of the remaining *n* = 61 *H19* interaction partners, corresponding Gene Symbols were loaded into AMIGO2 (http://amigo.geneontology.org) and those proteins counted classified by GO Terms RNA binding or Chromatin binding or Chromating modification.

### Analyses of public datasets

PEG and MEG expression in WAT of 24 strains of mice was extracted from publicly available datasets as described by Kraus et al.^65^, Briefly, expression levels of PEGs and MEGs in WAT were obtained from [www.BioGPS.org] - Adipose (MOE430 V2) Obesity-resistant versus obesity-prone is defined based on body composition data from Svenson et al.^66^ and “Naggert1” in the Mouse Phenome Database [www.jax.org/phnome], in which body composition was measured in 43 different mouse stains that were fed a high-fat diet for 8 weeks. Mouse line PL/J is not studied in Naggert1, but its percentage fat weight at 20 months of age is approximately one standard deviation below the average of 32 mouse strains in the Ackert1 data set [www.jax.org/phnome]. PEG and MEG expression was analyzed by GSEA in surgically removed biopsies of WAT of future high and low weight gainers from C57BL6/J mice biopsied prior to treatment with high-fat diet^53^.

### Serum analyses

Serum was obtained by allowing the blood to clot at 4 °C for 4 h. The clotted blood was centrifuged for 10 min at 6200× *g*, the supernatants transferred to a new tube and centrifuged for another 10 min at 17,000× *g*. Serum was collected and stored at −80 °C diluted 1:3 with 0.9% NaCl. For analysis of cholesterole levels the Cholesterin CHOD-PAP (Roche Diagnostics) and to determine trigycerides levels the Triglyceride GPO-PAP of Roche Diagnostics was used. Both analyses were run with the Cobas C 702 (Roche Diagnostics). The analysis was conducted at the Institute for clinical chemistry at the University Clinics in Cologne.

### Pyrosequencing

DNA methylation was analyzed by pyrosequencing. To this end, 1 µg DNA from 1°BAT transfected with siCtrl or siH19 was Bisulfite-converted using the EZ DNA Methylation kit (Zymo), PCR amplified, sequenced on a PyroMark Q96 (Qiagen), and analyzed with the PyroMark CpG SW 1.0 software (Qiagen) as described recently^67^. Primer sequences are provided in Supplementary Data 6.

## Electronic supplementary material

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

## Data Availability

All relevant data are available from the authors. Raw data were deposited within GEO under accession no. GSE116227.

# Supplementary material for: LincRNA H19 protects from dietary obesity by constraining expression of monoallelic genes in brown fat
**Source:** Nat Commun. 2018 Sep 6;9:3622. doi: 10.1038/s41467-018-05933-8

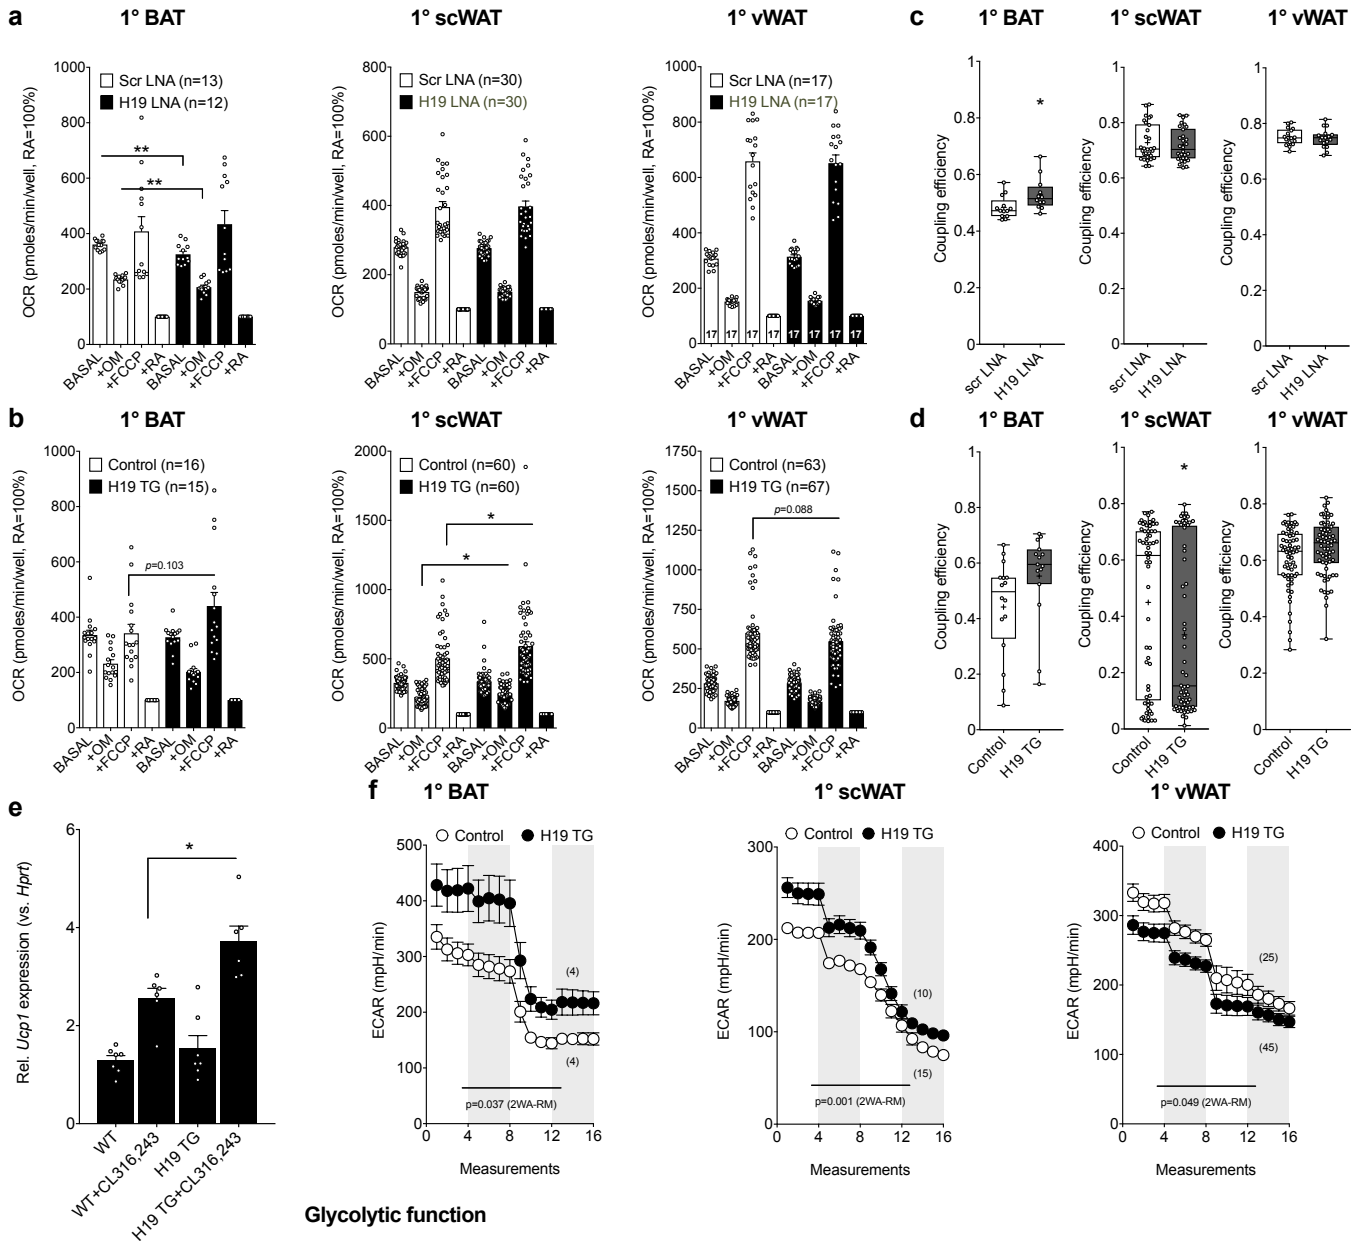

Gene expression analysis, OCR and ECAR quantification in SVF-derived primary (1°) adipocytes from different fat depots after H19 loss- and gain-of-function.

(a) Relative OCRs in BAT (left), scWAT (middle) and vWAT (right) 1° adipocytes under basal conditions and after addition of oligomycin, FCCP and rotenon and antimycin A transfected with scr or H19 LNAs. (b) Relative OCRs in BAT (left), scWAT (middle) and vWAT (right) 1° adipocytes isolated from H19 TG or Controls under basal conditions and after addition of oligomycin, FCCP and rotenon and antimycin A. The number of wells measured are indicated in each panel. Bar graphs represent mean  $\pm$  s.e.m. with all data points plotted and unpaired, two-tailed Student's t-tests were used to assess significance. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ . If applicable p-values are indicated within the panel. (c, d) Coupling efficiencies calculated from absolute OCRs from Fig.2d,e according to<sup>65</sup>. (e) Expression of *Ucp1* in 1°BAT from H19 TG after 6h stimulation with CL316,243. (f) ECAR in BAT (left), scWAT (middle) and vWAT (right) 1° adipocytes transfected with scr or H19 LNA. (g) OCRs in BAT (left), scWAT (middle) and vWAT (right) 1° adipocytes transfected with scr or H19 LNAs. Alternating backgrounds depict injections of medium, glucose, oligomycin and 2-Desoxyglucose. Numbers of measured wells is indicated in brackets for each genotype. A 2WA-RM was applied to assess significance. (h, i) H19 (h) and nuclear transcripts *HnNctc1* and *RNU6* (i) expression in nuclear and cytoplasmic compartments of 1° BAT transfected with H19 LNA or siH19 inhibitors followed by subcellular fractionation using PARIS kits.

**Supplementary Figure 2**

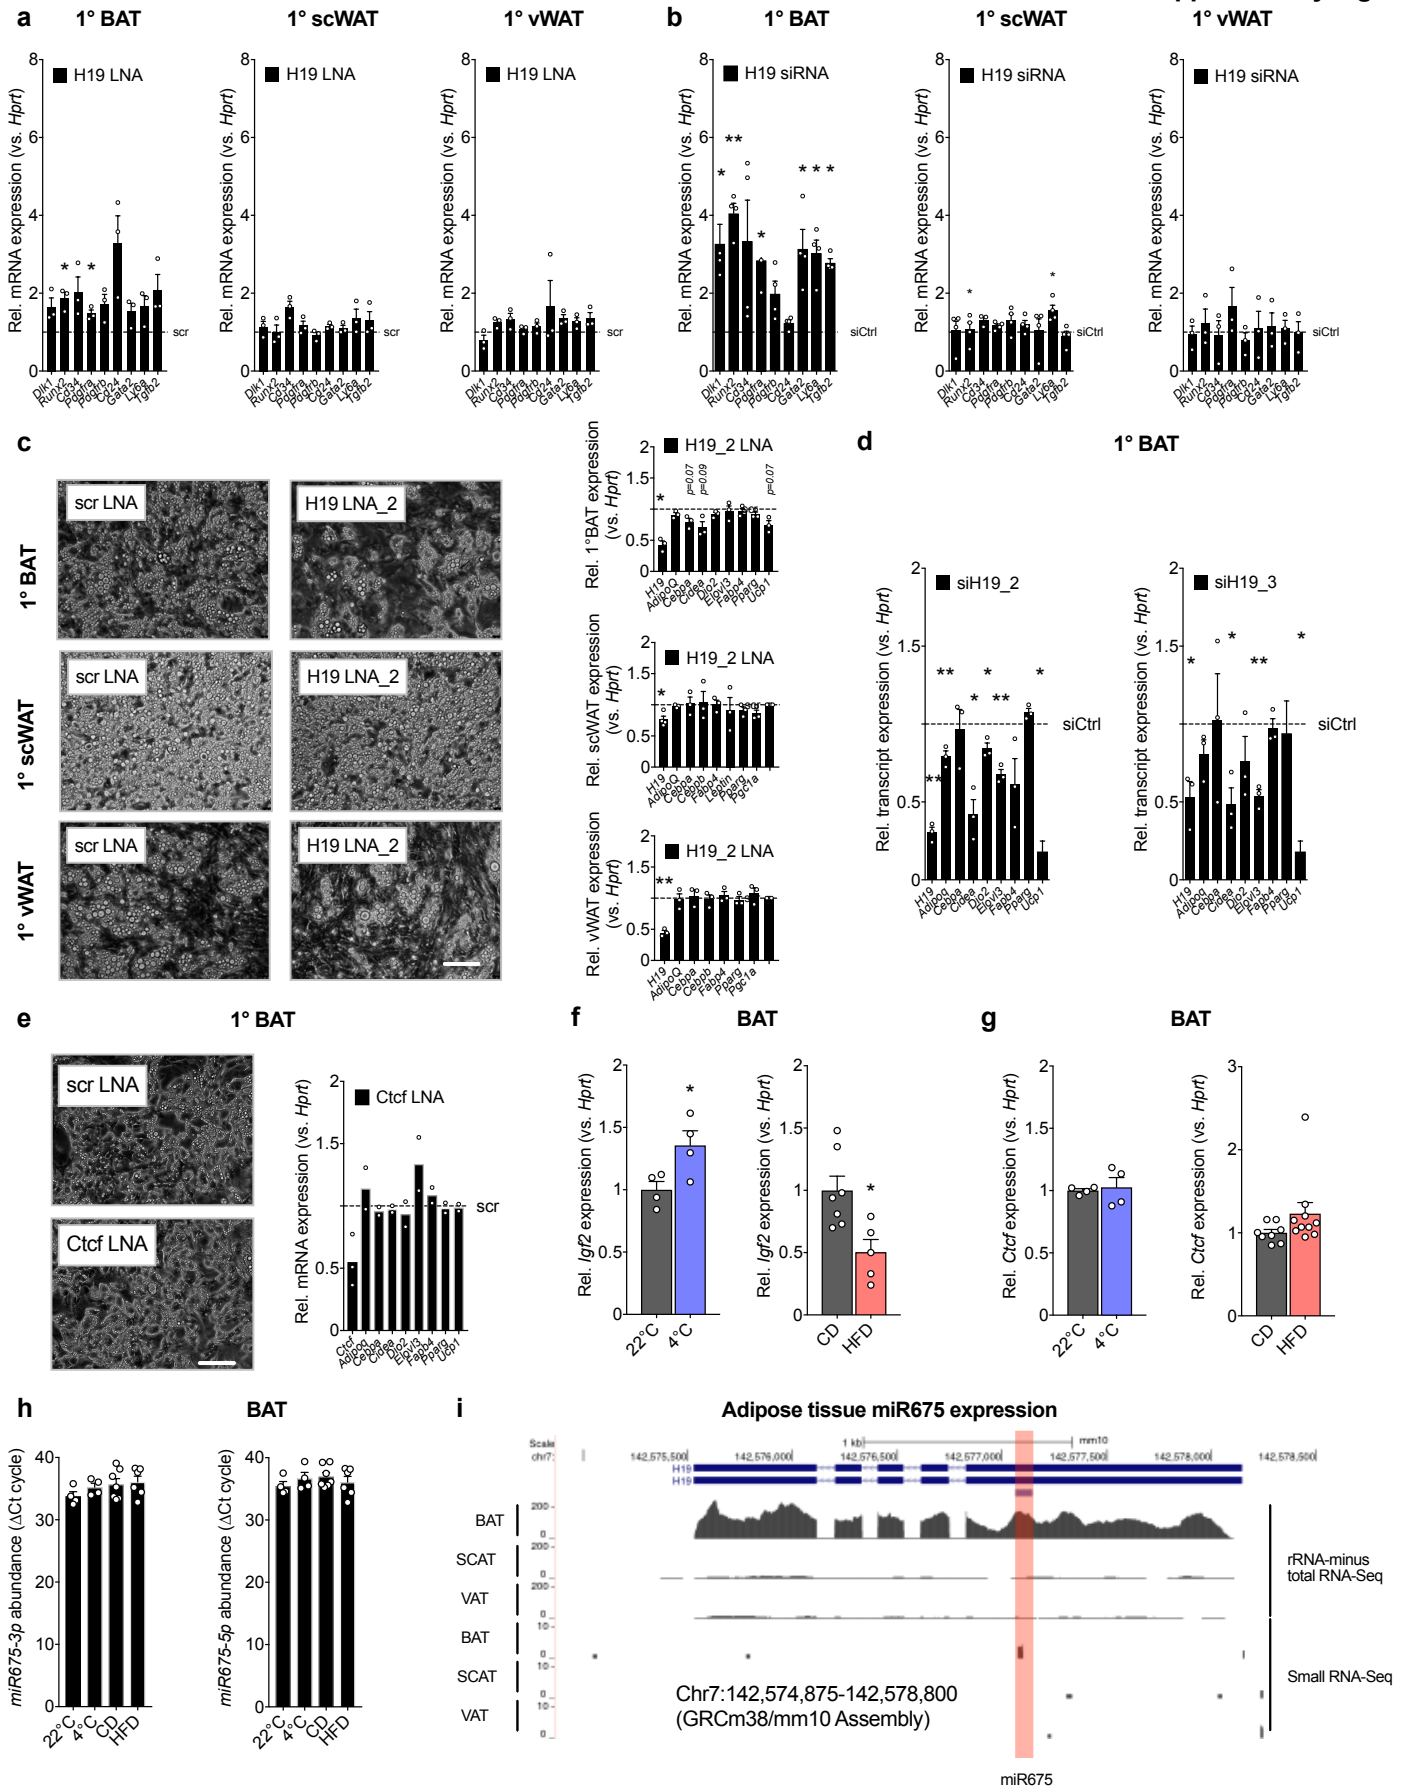

Expression of genes relevant to adipocyte progenitor function, *H19-Igf2* imprinting control and *H19* function.

(a, b) Expression of indicated mRNAs in BAT, scWAT and vWAT 1° adipocytes transfected with scr or *H19* LNAs. A paired, two-tailed Student's t-test was used to assess significance across  $n=3$  independent experiments,  $n=3$  replicates each. (c, d) Photomicrographs (c) and gene expression (c, d) of indicated mRNAs in BAT, scWAT and vWAT 1° adipocytes transfected with 25nM scr or *H19\_2* LNAs (c) or 100nM siCtrl versus siH19\_2 and siH19\_3 (d). (e) Photomicrograph (left) and expression of indicated mRNAs (right) in 1° BAT transfected with scr or *Ctcf* LNAs. Pictures are representative of  $n=2$  independent experiments. Gene expression analysis was performed twice,  $n=3$  replicates each. (c, e) Scale bar, 100  $\mu$ m (f) *Igf2* expression in lean mice housed at 22° C ( $n=4$ ) versus 24h of 4° C ( $n=4$ , left) or exposed to HFD ( $n=5$ ) versus CD ( $n=7$ , right) feeding. (g) BAT *Ctcf* expression in lean mice housed at 22° C ( $n=4$ ) versus 24h of 4° C ( $n=4$ , left) or exposed to HFD ( $n=10$ ) versus CD ( $n=8$ , right) feeding. (h) miR675-3p and miR675-5p abundance ( $\Delta$ Ct value) in lean mice housed at 22° C ( $n=4$ ) versus 24h of 4° C ( $n=4$ ) or exposed to HFD ( $n=6$ ) versus CD ( $n=7$ , right) feeding. (i) Illustration of *H19* (top) and miR675 (bottom) abundances in indicated adipose tissues determined by total (top) or small RNA-Seq (bottom, UCSC Genome Browser). \* $p<0.05$ .

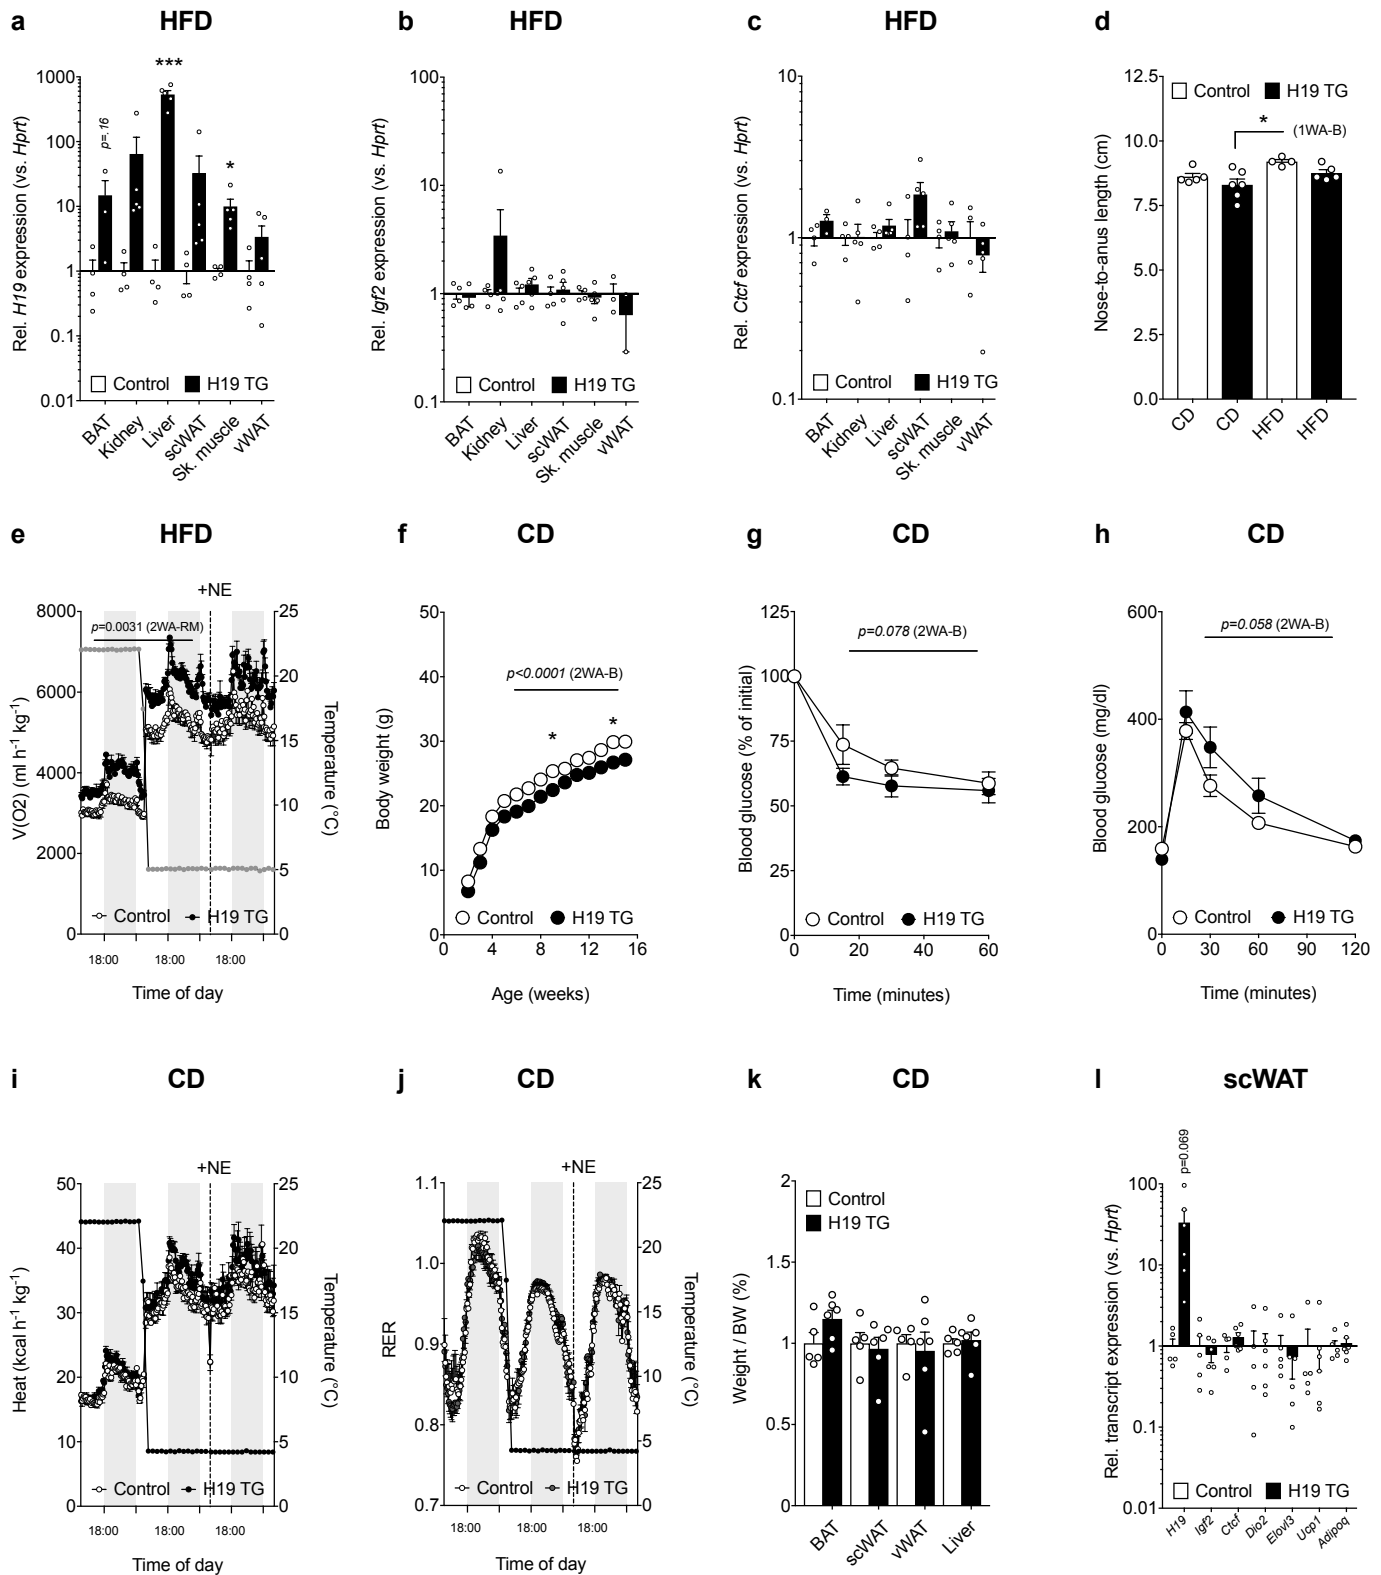

*H19* overexpression causes minor increases of energy expenditure in CD-fed H19 TG mice.

(a) *H19* expression in indicated tissues from HFD-fed Control (n=4) versus H19 TG (n=3 for BAT, n=5 for other tissues) mice. (b) *Igf2* expression in indicated tissues from HFD-fed Control (n=4) versus H19 TG (n=3 for BAT, n=5 for other tissues) mice. Bar graphs represent mean  $\pm$  s.e.m. with all data points plotted and unpaired, two-tailed Student's t-tests were used to assess significance. (d) Nose-to-anus body length in CD-fed Control (n=5) versus H19 TG (n=6) and HFD-fed Control (n=4) versus H19 TG (n=5) mice. Bar graphs represent mean  $\pm$  s.e.m. with all data points plotted and One-Way ANOVAs with Bonferroni *post* tests were used to assess significance. (e) Oxygen consumption in HFD-fed Control (n=4) versus H19 TG (n=5) mice. (f) Body weight of CD-fed Control (n=5) versus H19 TG (n=6) mice. (g, h) A 2WA-B was applied to assess significance. (g) Insulin tolerance test of CD-fed Control (n=6) versus H19 TG (n=5) mice. (h) Glucose tolerance test of CD-fed Control (n=5) versus H19 TG (n=5) mice. For (g, h) a 2WA-B was applied to assess significance. (i) Energy expenditure and (j) RER in CD-fed Control (n=4) versus H19 TG (n=6) mice. (k) Tissue/body weight ratio in CD-fed Control (n=5) versus H19 TG (n=6) mice. Bar graphs represent mean  $\pm$  s.e.m. with all data points plotted and unpaired, two-tailed Student's t-tests were used to assess significance. (l) scWAT expression of indicated mRNAs from CD-fed Control (n=5) versus H19 TG mice (n=6). An unpaired, two-tailed Student's t-test was applied to assess significance. \*p<0.05, \*\*\*p<0.001. If applicable p-values are indicated within the panel.

**Supplementary Figure 4**

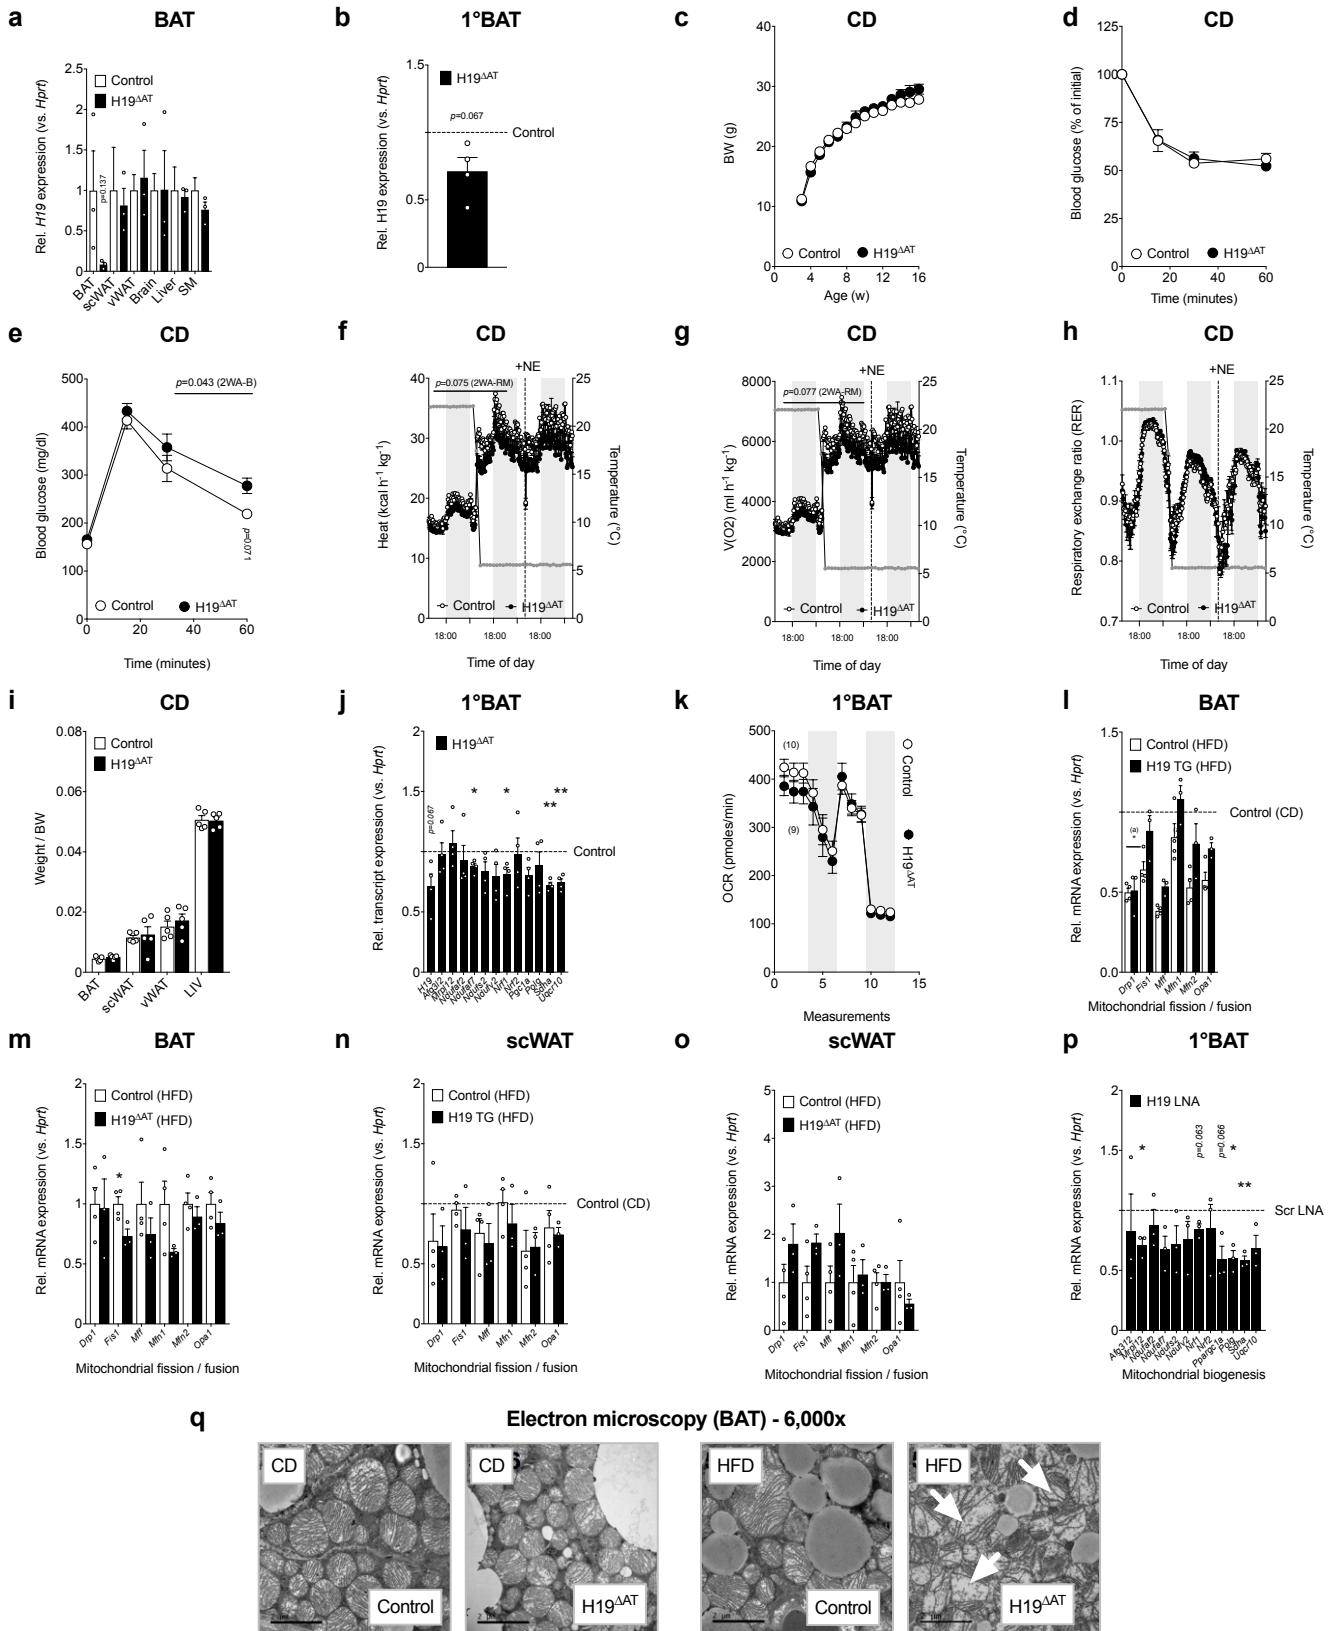

*Fat H19 loss causes minor decreases in energy expenditure in lean mice.*

(a, b) *H19* expression in indicated tissues from Control (n=3) versus *H19*<sup>ΔAT</sup> (n=3) mice and (b) *H19* expression in BAT 1° adipocytes from Control versus *H19*<sup>ΔAT</sup> mice. (a) An unpaired, two-tailed Student's t-test was used to assess significant. (b) A paired, two-tailed Student's t-test was used to assess significant across n=4 independent experiments, n=3 replicates each. (c) Body weight of CD-fed Control (n=5) versus *H19*<sup>ΔAT</sup> (n=5) mice. (d) Insulin tolerance test of CD-fed Control (n=5) versus *H19*<sup>ΔAT</sup> (n=5) mice. (e) Glucose tolerance test of CD-fed Control (n=5) versus *H19*<sup>ΔAT</sup> (n=5) mice. Energy expenditure (f) oxygen consumption (g) and RER (h) in CD-fed Control (n=5) versus *H19*<sup>ΔAT</sup> (n=5) mice. (e-g) A 2WA-B was applied to assess significance. (i) Tissue/body weight ratio in CD-fed Control (n=5) versus *H19*<sup>ΔAT</sup> (n=5) mice. (j) Expression of indicated mRNAs in BAT 1° adipocytes from Control or *H19*<sup>ΔAT</sup> mice. A paired, two-tailed Student's t-test was used to assess significance across n=3 independent experiments, n=3 technical each. (k) OCRs in 1° BAT from Control or *H19*<sup>ΔAT</sup> mice. Alternating backgrounds depict injections of medium, oligomycin, FCCP and rotenone plus antimycin A. Numbers of measured wells per genotype are indicated. (l) BAT expression of indicated mRNAs in HFD-fed *H19* TG (n=3), HFD-fed Control (n=4) and CD-fed Control (n=5) male mice. A 1WA-B was applied to assess significance in (l). (a)–Significance versus CD-fed Control. (m) BAT expression of indicated mRNAs in HFD-fed Control (n=4) versus HFD-fed *H19*<sup>ΔAT</sup> (n=3) mice. (n) scWAT expression of indicated mRNAs in HFD-fed *H19* TG (n=3), HFD-fed Control (n=4) and CD-fed Control (n=5) mice. (o) scWAT expression of indicated mRNAs in HFD-fed Control (n=4) versus HFD-fed *H19*<sup>ΔAT</sup> (n=3) mice. (p) Expression of indicated mRNAs in 1° BAT transfected with scr or *H19* LNA. A paired, two-tailed Student's t-test was used to assess significant across n=3 independent experiments performed, n=3 replicates each. \**p*<0.05, \*\**p*<0.01. If applicable *p*-values are indicated within the panel. (q) Representative electron microscopy images from BAT mitochondria across diets and genotypes with magnifications indicated over the panel. Scale bar, 2 μm.

# Supplementary Figure 5

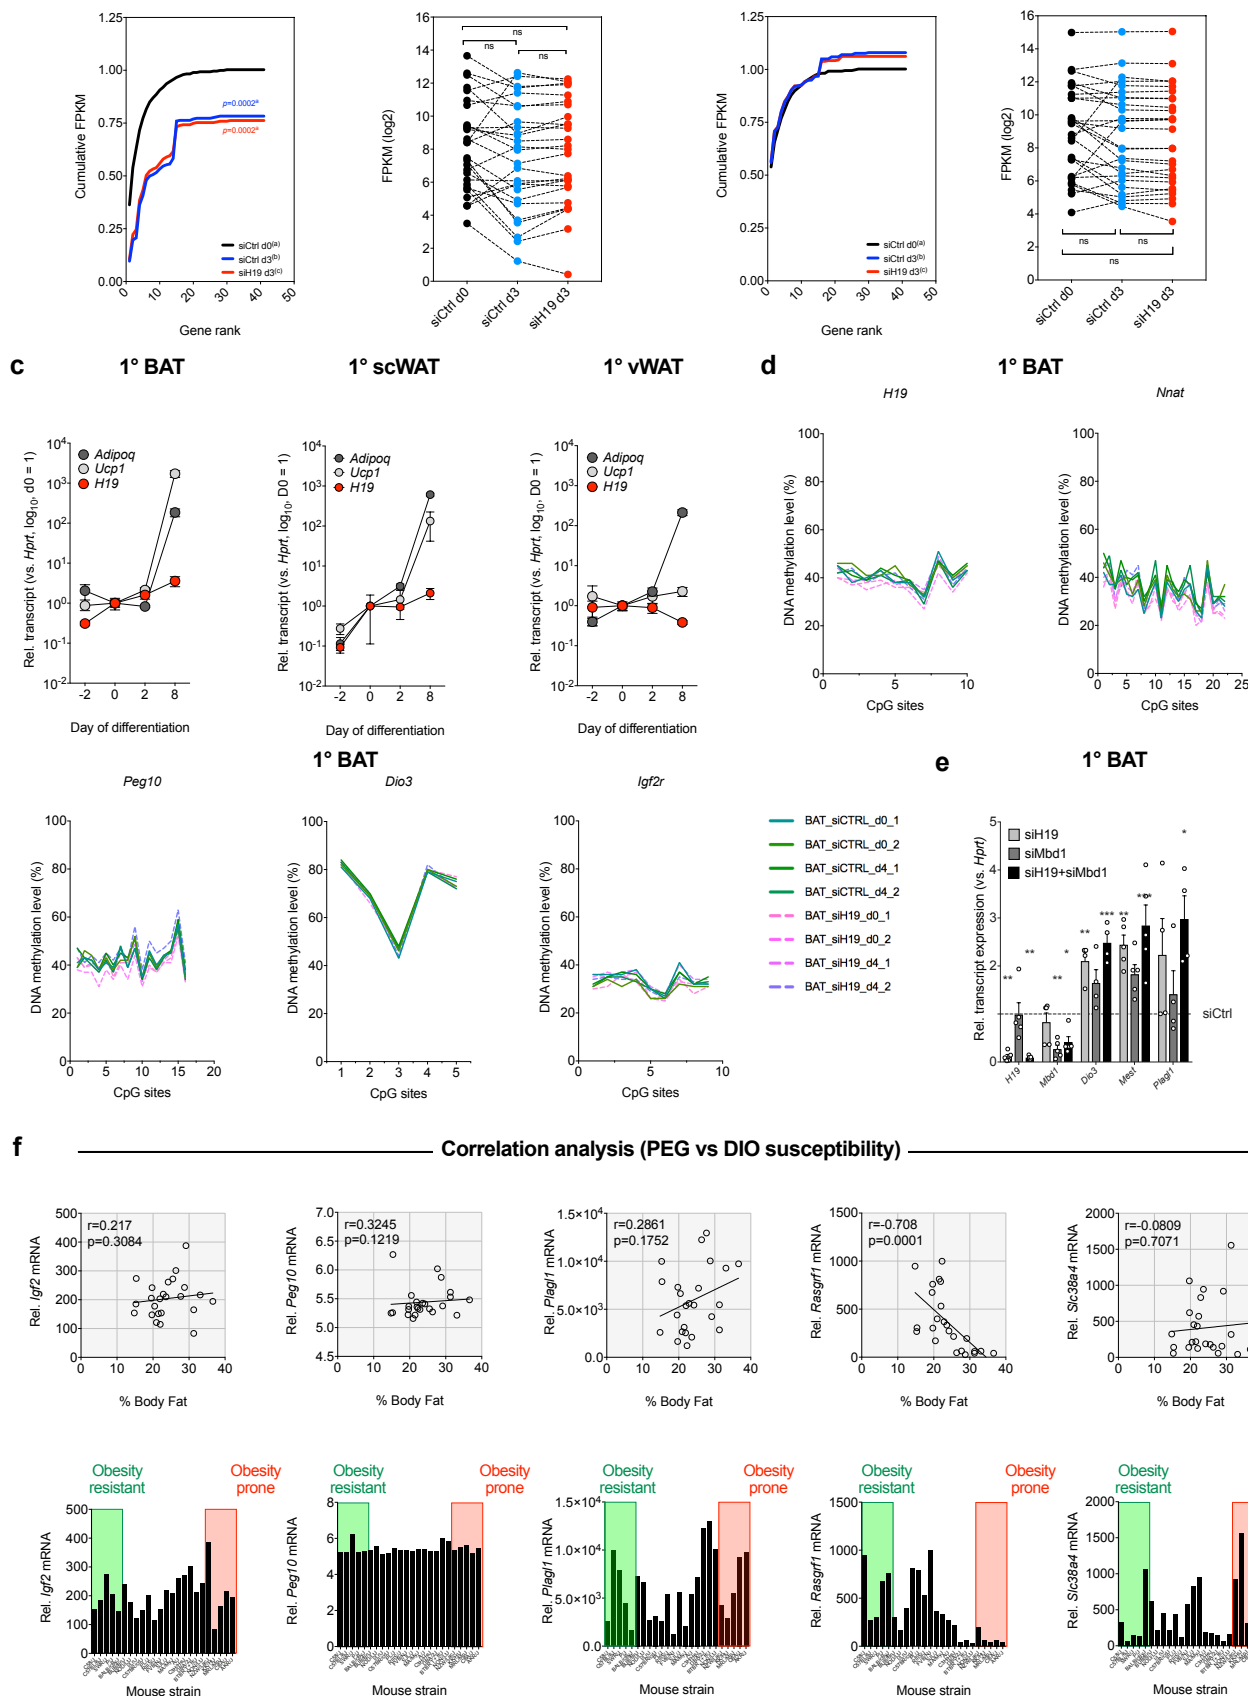

*H19 RNAi does not affect MEG expression in BAT and vWAT*

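The MEG sums rest on the FPKM of 49 listed MEGs per library, with *H19* left out because the siRNA targets it. In BAT cells the sum was 1674 ± 34.2 FPKM (SD, n = 3) in siCtrl at d0, 1337 ± 5.21 FPKM (SD, n = 3) in siCtrl at d3 and 1290 ± 31.4 FPKM (SD, n = 3) in siH19 at d3. The ratio of siH19 to siCtrl at d3 was 0.965, and all 3 siH19 libraries lay below all 3 siCtrl libraries (exact permutation test, two-sided p = 0.1, the smallest possible). Its components moved in opposite directions. *Dhcr7* lost 92.2 FPKM and *Nap1l4* 77.9 FPKM, whereas *Rian* gained 31.9 FPKM, *Cd81* 31.3 FPKM and *Dcn* 13.8 FPKM. Keeping *H19* in the list lowered the ratio to 0.914, and restricting the sum to the MEGs that the paper names raised it to 1.13. Leaving out *Nap1l4*, the most abundant MEG in these libraries, raised it to 1.03, a setting chosen after the data were seen. In vWAT cells the sum was 2196 ± 42.6 FPKM (SD, n = 3) in siCtrl at d0, 2128 ± 20.9 FPKM (SD, n = 3) in siCtrl at d3 and 2164 ± 19.2 FPKM (SD, n = 3) in siH19 at d3, a ratio of siH19 to siCtrl of 1.02 (exact permutation test, two-sided p = 0.2). From d0 to d3 the siCtrl sum changed to 0.799 of its value in BAT and to 0.969 in vWAT, and without *Dcn*, the most abundant MEG over all 24 libraries, the BAT ratio was 0.936. Without *Nap1l4* it was 0.682.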

(a, b) Cumulative distribution frequency (left) and abundances (right) of MEGs in (a) BAT and (b) vWAT 1° adipocytes transfected with siCtrl at d0 (black) versus differentiated siCtrl (blue) and siH19 transfected 1° adipocytes at d3 (red). (c) Expression of indicated mRNAs in BAT, scWAT and vWAT 1° adipocytes during the course of differentiation. Data represent 3-4 independent experiments, n=3 replicates each. (d) DNA methylation in *H19*, *Nnat* (PEG), *Peg10* (PEG), *Dio3* (PEG) or *Igf2r* (MEG) imprinting control regions of 1°BAT transfected with siH19 or siCtrl. (e) Expression of indicated mRNAs in BAT 1° adipocytes transfected with siH19, siMbd1 or combined siH19/Mbd1. An unpaired, two-tailed Student's t-test was used to assess significance. (f) Correlation of PEG abundances versus a ranked list of 24 obesity-prone and -resistant non-isogenic mouse strains. PEG abundances were extracted from (MOE430 V2) – Adipose ([www.biogps.org](http://www.biogps.org)) and body composition after HFD feeding defined as 'obesity-resistant' versus 'obesity-prone' strains as reported previously<sup>59</sup>. Significance of association between indicated gene expression versus (%) body fat was determined using Spearman's correlation analysis. If applicable additional p-values are indicated within the panel.

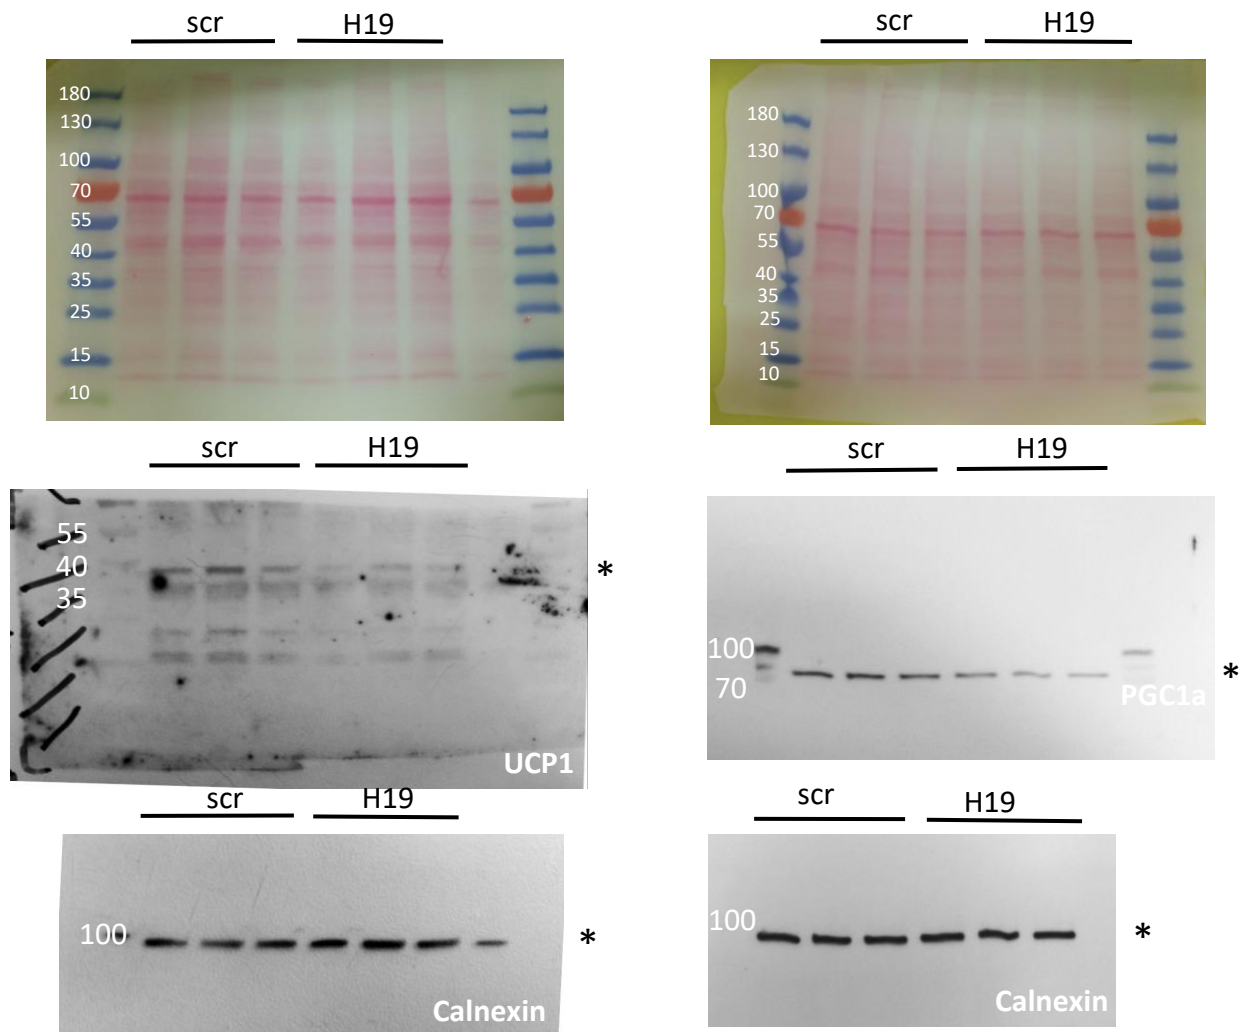

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: LincRNA H19 protects from dietary obesity by constraining expression of monoallelic genes in brown fat
**Source:** Nat Commun. 2018 Sep 6;9:3622. doi: 10.1038/s41467-018-05933-8
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description:

RNA-Seq of BAT from mice exposed to 4° C for 24 h versus 22° C.

File Name: Supplementary Data 2

Description:

RNA-Seq of BAT from mice subjected to HFD or CD feeding.

File Name: Supplementary Data 3

Description:

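Supplementary Data 3 lists the authors' gene-wise comparison of these libraries, with a fold change written as siCtrl over siH19, so that a positive value marks a gene lower in siH19 cells. The authors' table holds 1545 genes, 546 of them lower and 999 higher in siH19 cells, with p-values up to 0.0425 and a smallest absolute fold change of 1.31. Its fold change for *H19* is 4.68 and for *Cidea* 3.79. Of the listed genes, 1251 could be tested here on the deposited FPKM, and 1246 had the same direction and 5 the opposite one. Across these genes the fold changes had a Spearman rho of 0.893, a relation across genes, which are not independent replicates. Both the authors' table and the limma calls on FPKM contained 759 genes, 199 lower and 560 higher in siH19 cells, and 312 of the limma calls were not in the authors' table.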

RNA-Seq of mature 1°BAT transfected with siH19 or siCtrl siRNAs.

File Name: Supplementary Data 4

Description:

Gene expression in human adipose tissue non-parenchymal cells, mature adipocytes and whole white adipose tissue biopsies.

File Name: Supplementary Data 5

Description:

Correlations of human scWAT and vWAT *hH19* with clinical and gene markers of adipose tissue browning.

File Name: Supplementary Data 6

Description:

Sequence of oligonucleotides used in this study.

File Name: Supplementary Data 7

Description:

Proteins enriched upon *H19* pulldown as revealed by CHART-MS.

How the deposited data were processed for this re-analysis (not part of the article)

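RNA was sequenced from 24 cultures of primary mouse precursor cells, 3 for each of 8 groups formed by depot (BAT or vWAT), siRNA (siCtrl or siH19) and day (d0 or d3). Groups and replicate numbers were taken from the sample labels, which name depot, day, siRNA and replicate. The labels of the control libraries carry the letters siKO, and those of the knockdown libraries the number 3 after siH19. No column of the table was left out (0 columns).

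The authors trimmed the reads, aligned them to GRCm38 with Tophat2, computed expression on the Ensembl annotation with Cufflinks and compared groups with DESeq2, all within the QuickNGS workflow. The authors deposited the expression values as 1 table that holds no read counts and names no unit. The deposited values were taken as FPKM, because the paper's figures of these data name FPKM and the column sums, 710794 to 841456 (median 786552), differed between libraries. FPKM divide the fragments of a gene by its length and by the size of the library, so that a rise in a few abundant genes lowers the values of all other genes, and short genes rest on few fragments.

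The table lists 49452 genes, of which 49109 were paired with a symbol and 343 were not. Of all genes, 29582 were above 0 in at least 1 library, and 12311 to 13125 genes per library reached an FPKM of 1. There were 100 genes with a median FPKM of at least 5 that were listed at 0 in some library, 29 of them in a single library, so that a 0 was not read as absence. The total number of fragments per library is unknown. Relative depth was read from the steps between the values of low genes, and lay between 0.84 and 1.19. Neither confidence intervals from counts nor detection floors can be given without the counts. Replicate libraries were compared before they were averaged. Their Pearson r across genes was 0.974 to 0.981, and at most 0.0050% of their values above 0 were identical, so all were kept as separate replicates.

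Values were transformed to log2(FPKM + 1). Each comparison was fitted with limma 3.58.1 in R 4.3.3 (linear model and moderated statistics with an intensity trend) on its own 6 libraries, for genes with an FPKM of at least 1 in at least 3 of them. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.3. The paper gives p < 0.05 and 1.3-fold without saying in its text whether p was adjusted, and the adjustment was chosen here. The interaction of depot and siRNA was fitted on the 12 libraries at d3 and called at an adjusted p under 0.05 without a minimum fold change. The design written before the data were examined assumed a test on counts and named limma on log2(FPKM + 1) for a table without counts, which is what was used. The filter planned for counts was carried over as the filter on FPKM given above.

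Gene set enrichment used the settings of the paper (weighted signal-to-noise, 1000 gene set permutations), with the SD of a gene held at no less than 0.2 of its mean. The p-value compares the score with permuted sets of the same sign, and p-values were adjusted over the 13 planned set tests. Permuted sets are random genes, so these p-values do not measure the spread between libraries or the co-regulation of genes within a set. The paper took its PEGs and MEGs from the geneimprint website and its BAT, WAT and common adipogenic groups from earlier work. Its text does not list the members, so all lists were compiled beforehand from gene symbols. *H19* was left out of the MEG list because the siRNA targets it. The symbols *Copg2os2*, *Hymai*, *Peg3os*, *Gyk*, *Gpr64* and *Acta1* of these lists were not analysed here. Sums of FPKM over the lists were compared by exact two-sided permutation tests, whose smallest p-value for 3 against 3 libraries is 0.1. The siH19 effect of the PEGs was also placed among 10000 random lists drawn from the 50 genes nearest to each PEG in their change from d0 to d3. Gene Ontology terms with 10 to 500 tested members were compared by Fisher's exact test.

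Matches of the siRNA guides to 3' UTRs used guide positions 2 to 8 and 500 random heptamers. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9. Coordinates are those of the GENCODE annotation on GRCm38, in which 49195 genes of the table were found, 44961 of them with identical coordinates.

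The genes named in the text followed a rule set beforehand. They were *H19*, each PEG, MEG, adipocyte marker and precursor gene that the paper names, the 5 called genes with a name that rose most and the 5 that fell most in each siH19 comparison among genes whose 3 siH19 libraries all lay on 1 side of the 3 siCtrl libraries, and the PEG and MEG with the largest change each way. Symbols that are clone or model placeholders did not count as names. Not every gene that the rule selects is reported here. Genes outside this rule that are named beside sums or interaction tests were chosen after their values were seen.

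Each step that covers many genes was tested on simulated data. Values were simulated from the means and spread of the siCtrl BAT libraries at d3, and known changes were planted only in genes with a mean FPKM of at least 5. On these values limma called 84% of 50 genes changed 1.5-fold and 100% of 50 changed 2-fold, and 3 of 12042 unchanged genes. Lower genes, which the filter also admits, were given no change. The interaction test, with both depots simulated from the same BAT libraries, called 149 of 150 genes changed at least 2-fold in 1 depot. With a slope on transcript length added to the siH19 BAT libraries it called 5319 genes, and 1448 once the length trend was removed. Of 200 random sets, 3.5% had an enrichment p-value under 0.05. Of 100 random lists, 13% fell outside the 5th to 95th percentile of matched lists, more often than the 10% that exact percentiles would give.

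The alternatives were another pseudocount (0.1), no filter on low FPKM, all libraries of the depot or all 24 in the fit, a replicate block, unadjusted p-values, no minimum fold change, camera (inter-gene correlation 0.01), a ranking by limma's moderated statistic, other gene lists, trimmed-mean scaling (trims of 30% and 5%) of the sums, and leaving out each replicate in turn. Added after seeing the data were a filter of FPKM 1 in every library, trimmed-mean scaling of the gene-wise tests, zeros of abundant genes taken as missing, the interaction test with the trend of each library on transcript length removed (lowess, span 0.3), and sums without the gene most abundant in the compared libraries. The replicate numbers are shared by the groups in the labels, which do not state whether cultures with the same number came from the same animals. A count of calls was taken to hold if it stayed within 1.5 times the first count, and a sum if it moved by less than 1 SD. A named gene that passed the threshold in neither setting was taken to hold if it moved by less than 1 standard error.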

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

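The tests of a weaker knockdown, of the common adipogenic sets in other splits, and of differentiation, gene length, GC content, scaling, depth and seed matches of adipogenic genes at d0, and of gene length and GC content for the difference between depots were chosen after the result was seen, and the other tests below were written before it.

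The siH19 effect at d3 differed between BAT and vWAT cells for 1451 of 13762 genes in limma's interaction test (966 with the higher and 485 with the lower effect in BAT). It is listed here because the effect of the same siRNA differed between the depots. Depot was not the only difference, since the paper describes different differentiation media for BAT and vWAT cells. The sample descriptions of the depots also carry different prefixes, and neither factor can be separated from depot. With trimmed-mean scaling, chosen after the data were seen, 1397 genes passed, 1123 of them shared with the first count, and the balance turned to 638 higher and 759 lower. Among named genes, *Cidea* had a difference of -1.89 (adjusted p = 0.0014 from limma) and *Ucp1* one of -1.75 (adjusted p = 0.0042 from limma), with all 3 siH19 BAT libraries below all 3 siCtrl BAT libraries. *Ucp1* was listed at 0 in every vWAT library, so that a fall could not have been seen there. When siRNA labels were exchanged within depots so that each same-numbered pair stayed parted, 2 of 32 relabellings called as many genes, the real one included, a share above the limit of 5%. The other of them also left the BAT labels intact, so that this share cannot decide on chance assignment. The 8 relabellings that left the BAT labels intact called 1068 to 1518 genes and the other 24 at most 3, so that the number followed the BAT labels whatever the vWAT labels were. The difference ran with transcript length (rho 0.138, with the effect at d3 at 0.0934 in BAT and -0.137 in vWAT) and not with GC content (rho -0.0212). With the length trend of each library removed, 1437 genes passed, 1150 of them shared with the first count, so length does not account for their number, but the balance turned to 689 higher and 748 lower and depends on this setting.

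Unequal noise and unequal knockdown were tested for the gap between 1071 genes changed in BAT and 4 in vWAT at d3 (228 in vWAT at an unadjusted p under 0.05). The median residual SD in vWAT was 0.908 times that in BAT, and the share of *H19* left in vWAT was 0.403 times that in BAT, so neither noisier libraries nor a knockdown of a smaller share in vWAT accounts for the gap. In siCtrl cells at d3 *H19* was listed at 8.59 FPKM in vWAT and at 89.8 FPKM in BAT. Less *H19* could thus be lost in vWAT, and whether this or the different media contribute to the gap was not tested. For the number of changed genes in each depot, the real split was 1 of 4 splits that part every same-numbered pair and the only 1 with as many calls. The other splits called 3, 3 and 1 genes in BAT and 2, 0 and 0 in vWAT, and 2 of the 6 splits that keep a pair together called as many in vWAT (8 and 4). With 4 splits no share under 0.05 can be reached, so chance assignment cannot be excluded by this test.

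Across genes in BAT at d3, the siH19 effect ran against the change from d0 to d3 (Spearman rho -0.539, with separate siCtrl libraries in each difference), which is consistent with incomplete differentiation of the siH19 cells. In BAT alone, gene length (rho 0.0934) and GC content (rho -0.0500) stayed within the limit of 0.1 set for them. The relative depth of 2 of the 3 siH19 libraries lay outside the siCtrl range, but the ranges overlapped. The interferon set showed no enrichment at d3 in BAT (permutation p = 0.627) or vWAT (permutation p = 0.480), which speaks against an innate response to the siRNA at that day.

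Marker sets of other cells did change at d3. In BAT the macrophage set was lower (permutation p = 0.0031) in 12 of 12 genes, and the sets for skeletal muscle (permutation p = 0.0013, 24 of 24 genes higher), smooth muscle or myofibroblasts (permutation p = 0.0015, 11 of 12 higher) and proliferation (permutation p = 0.016, 21 of 24 higher) were higher. In vWAT the sets for macrophages (permutation p = 0.0023), skeletal muscle (permutation p = 0.039) and smooth muscle (permutation p = 0.0023) were higher, with median log2 fold changes of 0.13, 0.11 and 0.15, and proliferation was not enriched (permutation p = 0.228). Of these p-values, 0.0031, 0.0013 and 0.0015 in BAT and both values of 0.0023 in vWAT are the smallest the permutations can give. With trimmed-mean scaling the enriched sets kept their direction in both depots. Adjusted over 20 such tests they passed 0.05 except for proliferation in vWAT (0.253) and interferon at d3 (0.627 in BAT, 0.505 in vWAT). From d0 to d3 in siCtrl BAT cells, smooth muscle (12 of 13 genes lower, median log2 fold change -2.75) and proliferation genes (24 of 24, median -0.51) fell, so that higher values of these 2 sets after siH19 at d3 (medians 0.98 and 0.21) are also what incomplete differentiation would give. Of the skeletal muscle genes, 20 of 24 fell from d0 to d3 (10 called lower, 1 called higher), the direction that incomplete differentiation needs. Their median fell by 0.34, and the set did not pass (permutation p = 0.148). Incomplete differentiation may thus contribute to their higher values after siH19 at d3 (median 0.42). It does not account for all of this, since their median was already 0.42 higher at d0, before differentiation was induced. Macrophage genes fell from d0 to d3 as well (9 of 13) and were still lower after siH19, which incomplete differentiation would not give. A difference in the cells present may therefore contribute. The difference between depots cannot be told apart from it, from incomplete differentiation in BAT or from the different media. From these libraries alone, an effect of *H19* on BAT differentiation remains a hypothesis. The paper also draws on other experiments for it, among them LNA knockdown with Oil Red O staining and immunoblots of PGC1A and UCP1.

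At d0, before differentiation was induced, siH19 changed 245 genes in BAT (78 higher, 167 lower) and 200 in vWAT (43 higher, 157 lower). The paper does not report a comparison of siH19 with siCtrl at d0, which is why these counts are listed. *H19* was left at 3.35% of siCtrl in BAT and at 10.3% in vWAT. Of the called genes, 53 were shared by both depots, all with the same direction. The real split was 1 of 4 that part every same-numbered pair and the only 1 with as many calls in either depot (2, 1 and 2 calls in the other BAT splits and 4, 8 and 2 in the other vWAT splits), a number of splits too small to exclude chance assignment. The counts at d0 also depended on the settings more than those in BAT at d3, and with 1 library left out they ranged from 4 to 74 in BAT and from 37 to 122 in vWAT.

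The common adipogenic genes were lower at d0 in both depots, 26 of 27 in each, with median log2 fold changes of -0.65 in BAT and -0.70 in vWAT. Both had the smallest permutation p-value possible (0.00145 and 0.00146), and all 3 siH19 libraries lay below all 3 siCtrl libraries for 22 genes in BAT and 25 in vWAT, where chance puts 10% of genes wholly above or below. In both depots the real split was 1 of 4 splits with a score as far from 0, the only 1 of them. *Adipoq* had a log2 fold change of -1.30 in BAT and -0.58 in vWAT, and was called in both. With trimmed-mean scaling at least 96.3% of the genes stayed lower, so scaling does not account for it. Across all tested genes, gene length (rho 0.0374 at most) and GC content (rho -0.0749 at most) were within 0.1. This does not test the adipogenic genes themselves, which are few among them. The depth of 3 of the 6 siH19 libraries lay outside the siCtrl range on the same side, short of the limit set for both depots together. Taken by depot, 2 of 3 lay below the range in BAT, but all 3 lay above it in vWAT (median 1.17 against 1.05 to 1.16). Since depth differed in opposite directions while the genes fell alike in both depots, depth does not account for it. Less differentiation before induction was neither excluded nor shown, since rho with the change from d0 to d3 was -0.187 in BAT and -0.134 in vWAT.

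Direct seed matches do not account for the lower adipogenic genes. Of those without a site of any of the 3 guides, at least 95.7% were lower in either depot (22 of 23 in BAT and 23 of 24 in vWAT), with medians of -0.69 and -0.72. Among all genes, those whose 3' UTR matches the seed of the guide listed as siH19 had a median effect at the 8th percentile of random heptamers in BAT and at the 0th in vWAT, and those of siH19#3 lay at percentiles 0.6 and 21.4. For siH19#2 the percentiles were 35.8 and 58.8. The limit of 2.5% was thus passed in 1 depot by siH19 and siH19#3 and in neither by siH19#2, but the medians of genes with and without a site were close (-0.05 against -0.03 for siH19 in vWAT), and which of these siRNAs was used in the libraries is not settled by the paper. The interferon set was lower in BAT (permutation p = 0.0016, 13 of 13 genes) and higher in vWAT (permutation p = 0.0026, 18 of 18 genes), both the smallest p-values possible. The test set no direction, and lower interferon genes speak against an innate response in BAT, so that it stays open only in vWAT. Macrophage genes were lower in BAT (permutation p = 0.0016, the smallest possible) and not enriched in vWAT (permutation p = 0.202). Proliferation genes were lower in BAT (permutation p = 0.0031) and vWAT (permutation p = 0.022). Skeletal muscle genes were higher (permutation p = 0.0028 in BAT, the smallest possible, and 0.026 in vWAT), as were smooth muscle genes (permutation p = 0.021 in BAT and 0.0027 in vWAT, the latter the smallest possible). Lower adipogenic expression at d0 may follow from loss of *H19*, but it cannot be told apart from less differentiation before induction, a change in the cells present or, in vWAT, an innate response, and indirect effects of other targets of the siRNA were not tested.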

How the results depend on the processing

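The alternatives below were set before the data were examined, except for a filter of FPKM 1 in every library, trimmed-mean scaling, missing zeros and removal of the length trend in the gene-wise tests, and the alternatives for Gene Ontology terms, for the sets of other cells and processes, for the depot difference in summed PEGs, for MEG sums from d0 to d3, for matched lists of MEGs, for PEG sums at d0 and for sums without the gene most abundant in the compared libraries (*Snurf* or *Nap1l4*), which were chosen after seeing the data. Where a result changed, the cause was not tested.

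In BAT at d3, the 1071 changed genes became 754 to 1444 under the other settings and 2023 without a minimum fold change, and 631 to 916 across the 6 fits that each left out one replicate. With trimmed-mean scaling 1056 genes were called, 860 of them shared, and the split of 799 higher and 272 lower became 589 and 467. In vWAT at d3, the 4 genes became 20 with all 24 libraries in the fit, 228 with unadjusted p-values, 0 with FPKM of at least 1 in every library, and 1 to 5 with one replicate left out. In BAT at d0, the 245 genes became 35 without a filter on low FPKM, 422 with the 12 libraries of the depot, 518 with all 24, 759 with unadjusted p-values, 395 without a minimum fold change and 4 to 74 with one replicate left out. With trimmed-mean scaling the split of 78 higher and 167 lower became 105 and 131. In vWAT at d0, the 200 genes became 65 without the filter, 353 with 12 libraries, 385 with all 24, 640 with unadjusted p-values and 37 to 122 with one replicate left out. The 1451 genes of the interaction became 3526 with unadjusted p-values and 889 to 1432 with one replicate left out, and the split of 966 higher and 485 lower became 638 and 759 with trimmed-mean scaling and 689 and 748 with the length trend of each library removed (1437 genes).

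Same-numbered cultures did not deviate together. The correlation of their deviations from the group means averaged 0.00145 over the 4 siH19 comparisons, which speaks against a pairing of the replicates. With the replicate block, 859 genes were called in BAT at d3, 0 in vWAT at d3 (228 without the block at unadjusted p under 0.05), 2 in BAT at d0, 2 in vWAT at d0 and 1041 in the interaction. The paired fit ranked by the moderated statistic gave permutation p-values of 0.582 for the PEGs in vWAT at d3, in the other direction, 0.135 for the MEGs in BAT at d3, 0.15 and 0.358 for the MEGs from d0 to d3 in BAT and vWAT, and 0.454 for the interferon set in BAT at d3, in the other direction. *H19* in vWAT had log2 fold changes of -2.68 at d3 (adjusted p = 0.143 from limma) and -2.56 at d0 (adjusted p = 0.053 from limma) with the replicate block.

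In the set tests, the PEGs in siH19 BAT cells at d3 and the OxPhos, fatty acid oxidation, BAT marker and common adipogenic sets kept their direction and a p-value under 0.05 in every setting run. The WAT markers in BAT at d3 ranged from 0.029 to 0.180 with one replicate left out. PEGs in vWAT at d3 changed direction with camera (0.531) and the moderated statistic (0.910), and their p-values ranged from 0.632 to 0.891 with one replicate left out. From d0 to d3, the PEGs became significant without the filter (0.028 in BAT, 0.036 in vWAT) and for the PEGs the paper names (0.0020 and 0.0021). MEGs in BAT at d3 lost significance with the moderated statistic (0.111), the MEGs the paper names (0.810) and *H19* kept in the list (0.157). They ranged from 0.011 to 0.094 with one replicate left out. The named list had only 3 tested MEGs in BAT, and *H19* is the target of the siRNA. In vWAT at d3 the MEGs changed direction without the filter (0.991) and with *H19* kept (0.193), and ranged from 0.270 to 0.962. From d0 to d3 the MEGs lost significance in BAT with camera (0.121), the moderated statistic (0.210) and the named MEGs (0.807), ranging from 0.021 to 0.097 with one replicate left out. In vWAT they did so with camera (0.105) and the moderated statistic (0.248), and the named MEGs changed direction (0.106).

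Of the sets for other cells and processes, the interferon set in BAT at d3 changed direction with camera (0.464) and the moderated statistic (0.462) and ranged from 0.068 to 0.883 with one replicate left out. In vWAT at d3 it changed direction with the moderated statistic (0.868) and ranged from 0.0018 to 0.982. The skeletal muscle set changed direction in vWAT at d0 without the filter (0.118) and ranged from 0.005 to 0.243 there and from 0.014 to 0.581 in vWAT at d3. The common adipogenic genes in vWAT at d3 changed direction with camera (0.723) and ranged from 0.169 to 0.864. Across the 24 results of this kind, 87 of 96 values under other settings kept direction and side of the threshold, 3 were weaker and 6 reversed.

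Among the sums, the BAT PEG ratio of d3 to d0 moved from 0.810 to 0.846 with trimmed-mean scaling, 0.967 without *Dio3*, 0.551 without *Snurf* and 0.324 for the PEGs the paper names. The vWAT ratio moved from 0.721 to 0.968 without *Dio3* and 0.475 for the named PEGs. The ratio of siH19 to siCtrl at d3 moved for the named PEGs from 1.16 to 1.32 in BAT and from 1.05 to 1.00 in vWAT, and without *Snurf* to 0.996 in vWAT. The MEG ratio of siH19 to siCtrl in BAT moved from 0.965 to 0.922 with trimmed-mean scaling, 1.13 for the named MEGs, 1.03 without *Nap1l4* and 0.914 with *H19* kept, and in vWAT from 1.02 to 1.04 for the named MEGs. The MEG ratio of d3 to d0 moved in BAT from 0.799 to 0.835 with trimmed-mean scaling, 0.936 without *Dcn*, 0.318 for the named MEGs, 0.791 with *H19* kept and 0.682 without *Nap1l4* (0.792 to 0.808 with one replicate left out), and in vWAT from 0.969 to 0.957, 0.956 and 1.02 for the first 3 of these (0.960 to 0.979 with one replicate left out). The PEG ratio of siH19 to siCtrl at d0 moved in BAT from 0.996 to 1.02 with trimmed-mean scaling, 1.01 without *Dio3* and 0.955 for the named PEGs, and in vWAT from 0.995 to 1.02 with trimmed-mean scaling. The depot difference in the summed PEGs stayed between 1.05 and 1.31 under the other settings, with permutation p from 0.06 to 0.495 except without *Snurf* (1.19, permutation p = 0.045).

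The percentile of the PEGs among matched lists rose in BAT from 89.7 to 98.9 for the named PEGs and 97.8 with the change taken from siH19 cells, and ranged from 60.6 to 99.3 with one replicate left out. In vWAT it rose from 94.8 to 96.5 with matching on mean expression and 95.3 with the change taken from siH19 cells, fell to 85.7 for the named PEGs, and ranged from 65.7 to 98.6. For the MEGs the percentile in BAT was 94.9, 57.9 for the named MEGs (only 3 genes), 98.3 with matching on mean expression and 91.2 to 99.4 with one replicate left out. In vWAT it was 40.0, 54.7 for the named MEGs, 29.2 with matching on mean expression and 34.3 to 87.3 with one replicate left out.

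*H19* in vWAT at d3 had a log2 fold change of -3.95 with a pseudocount of 0.1 (adjusted p = 0.056 from limma) and -2.68 without the filter (adjusted p = 0.066 from limma). In the 3 fits without a siH19 replicate it was -2.87 to -2.57 (adjusted p = 0.00095 to 0.056 from limma). Without a siCtrl replicate *H19* reached an FPKM of 1 in too few libraries to be tested. For the 161 named gene effects, 1200 of 1271 values under other settings held, 63 were weaker, 1 was stronger and 7 moved. With one replicate left out, 794 of 930 held, 108 were weaker, 3 stronger and 25 moved. For 8 Gene Ontology terms, 69 of 80 values held and 11 were weaker.

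Tests with DESeq2, with or without shrunken fold changes, scaling by library size alone and a filter on counts in every sample were not run, because they need read counts. The missing counts also limit what can be said of low genes and of short RNAs.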

Differences from the paper's values

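For changed genes, the paper's text gives a smaller total than the 1545 of its Supplementary Data 3. Which total is meant is not settled. The paper reports 546 genes lower in siH19 BAT cells at d3, against 272 here. Of the alternatives set before the data were examined, unadjusted p-values (390) and no minimum fold change (701) brought the number within 1.5 times the paper's. A pseudocount of 0.1, no filter on low FPKM, all libraries of the depot or all 24 in the fit, the replicate block and each fit with one replicate left out did not. Trimmed-mean scaling, chosen after seeing the values, gave 467. It also moved the number of higher genes from 799 to 589, farther from the paper's 999.

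For the MEG set from d0 to d3 in siCtrl BAT cells, the paper shows a p of about 0.19 in Fig. 5h, read by eye, against a permutation p-value of 0.037 here. Genes ranked by limma's moderated statistic (0.210), and the replicate block with that ranking (0.15), closed the gap. Camera (0.121), no filter on low FPKM, the MEGs the paper names, *H19* kept in the list and each fit with one replicate left out did not.

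The log2 fold changes of the paper's Supplementary Data 3 differed for 9 genes from those on the log2(FPKM + 1) scale. The paper's text does not say whether its fold changes were shrunken, and this could not be tested without read counts. For *H19* the paper's value is -2.23 against -2.64 here, for *Dio3* 0.59 against 0.83, for *Ucp1* -1.14 against -1.75, for *Gata2* 0.41 against 0.80 and for *Uchl1* 0.70 against 1.60, and none of the alternatives set before the data were examined closed these gaps. For *Ppargc1a* it is -0.59 against -0.81. The gap counted as closed with all 24 libraries in the fit (-0.81, unchanged but with a larger replicate error) and without siCtrl replicate 2 (-0.69). It also did so without siH19 replicate 1 (-0.75) or 3 (-0.77), and with no other alternative. For *Runx2* it is 0.62 against 0.93, and the gap counted as closed only without siCtrl replicate 2 (0.85) or siH19 replicate 1 (0.78). For both genes these values are still larger in size than the paper's, so that closing rests on the error and not on the value alone. For *Ly6a* it is 0.77 against 0.85, and the gap closed with all 24 libraries in the fit and in the fits without siCtrl replicate 2 or 3 or siH19 replicate 1 or 3, and not with another pseudocount, no filter, the replicate block or the other fits. Trimmed-mean scaling, chosen after seeing the values, gave 0.79 for *Ly6a*. For *Prl2c3* it is 1.37 against 1.61, and the gap closed without the filter, with the replicate block and without siCtrl replicate 2 or 3 or siH19 replicate 2 or 3, and not with a pseudocount of 0.1, all 24 libraries or the other fits.

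The paper states that PEG expression declined during brown adipogenesis (Fig. 5h). Here the permutation p-value of the set was 0.109, and it passed 0.05 for the PEGs the paper names (0.0020) and without the filter on low FPKM (0.028). The paper states that siH19 left MEGs unaltered, whereas the MEG set was higher in siH19 BAT cells here (permutation p = 0.020). That set did not pass 0.05 with the moderated statistic (0.111), with the replicate block (0.135), with the named MEGs (0.810) or with *H19* kept (0.157). Only 3 named MEGs were tested, and keeping *H19* adds the lowered target of the siRNA, so neither setting bears much on the other MEGs. The summed MEGs moved the other way, to 0.965 of siCtrl, with all 3 siH19 libraries below all 3 siCtrl libraries. This ratio depended on the setting. It was 0.922 with trimmed-mean scaling, 1.03 without *Nap1l4* and 1.13 for the MEGs the paper names.

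The paper states that PEG regulation by *H19* held in brown and not in white adipocytes. For summed PEGs, 102 of 400 assignments gave a difference between the depots as large as the real one, and 18 of 400 did without *Snurf*, a setting chosen after seeing the values. The PEG set itself was higher after siH19 in BAT (permutation p = 0.0013, the smallest possible) and not enriched in vWAT (permutation p = 0.87). The interaction test called 5 of 23 PEGs, all with the higher effect in BAT. Of all 13762 genes it called 1451, 966 of them with the higher effect in BAT. The paper links the lower genes to mitochondrial biogenesis, and the term mitochondrion organization was not enriched here (4 lower genes against 1.32 by chance, adjusted p = 0.85 from Fisher's exact test), although 71 of 78 genes of the mitochondrial ribosome (permutation p = 0.0069, the smallest possible) and 84 of 86 OxPhos genes were lower. *Igf2*, which the paper's table contains, had a log2 fold change of 0.44 here (adjusted p = 0.098 from limma, 0.025 to 0.252 over the alternatives) and was called only without siH19 replicate 1. *Ctcf*, which the paper describes as unaltered, had a log2 fold change of -0.26 (adjusted p = 0.048 from limma, 0.027 to 0.143 over the alternatives), below the minimum fold change.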

Other observations

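The tests of *Hprt*, of the common adipogenic and OxPhos sets in vWAT, of the summed PEGs without *Snurf* and of the difference between depots in summed PEGs were chosen after the result was seen, and the other tests below were written before it.

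The summed PEG expression in BAT at d3 was 1.16 times as high in siH19 as in siCtrl cells. It remained above 1 with trimmed-mean scaling (ratio 1.11) and without *Dio3*, the most abundant PEG over all 24 libraries (ratio 1.14). *Snurf* held 36.1% of the sum in the compared libraries, and without it the ratio was 1.19, so neither scaling nor either of these genes alone accounts for the increase. The median siH19 effect of the PEGs stood at the 89.7th percentile of lists matched on their change from d0 to d3, inside the range from the 5th to the 95th. A candidate explanation is therefore incomplete differentiation, in which genes that normally decline stay higher whether or not they are imprinted, and the PEG increase cannot be told apart from it with the full list under the settings planned first. This depended on the settings, since the full list stood at the 97.8th percentile with the change taken from siH19 cells and between the 60.6th and the 99.3rd with 1 library left out. The PEGs that the paper names stood at the 98.9th. Some of these are named as affected by *H19* loss, so their percentile cannot decide on incomplete differentiation. That the sum rose more in BAT than in vWAT was not shown with the full list, since 102 of 400 assignments of the siRNA gave a difference as large. Without *Snurf*, a setting chosen after the data were seen, 18 of 400 did (exact permutation p = 0.045).

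The splits of the libraries bear on each set result. Of the 4 splits that part every same-numbered pair, the real one was the only 1 with an enrichment score as far from 0 for the PEGs and MEGs in siH19 BAT cells at d3, for the PEGs and MEGs from d0 to d3 in both depots, and for the OxPhos, fatty acid oxidation, BAT marker, WAT marker and common adipogenic sets in BAT at d3. In vWAT at d3, 4 of 4 splits had a PEG score as far from 0, 3 of 4 a MEG score, and 3 of 4 a score of the common adipogenic genes. The 6 splits that keep a same-numbered pair together differed for some sets. In BAT at d3, 1 of them had an OxPhos score and 2 a WAT marker score as far from 0 as the real one, and 0 of 6 did for the other sets in which the real split stood alone. In vWAT at d3, 6 of these 6 had a PEG score as far from 0, 4 a MEG score and 5 a score of the common adipogenic genes. Neither the 4 splits nor all 10 can give a share under 0.05.

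In vWAT cells at d3 the OxPhos set was higher after siH19 (71 of 85 genes, median log2 fold change 0.06, permutation p = 0.0029), opposite to BAT. Of the 4 splits that part every same-numbered pair, 2 gave a score as far from 0, and 0 of the 6 splits that keep a pair together did, so that this shift may be the grouping of the libraries. The p-value ranged from 0.0024 to 0.056 when 1 library was left out.

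*Hprt*, to which the paper normalizes its quantitative PCR, differed between the days in siCtrl cells. It was listed at 85.6 FPKM at d0 and 204 at d3 in BAT, and at 90.9 and 133 in vWAT, and each d3 library lay above each d0 library. The log2 fold changes were 1.24 in BAT and 0.55 in vWAT, and the larger adjusted p of both was 2.08e-05 from limma. This is consistent with a change of *Hprt* during differentiation in these cells. Between siH19 and siCtrl at d3 its log2 fold change was 0.15 in BAT and 0.08 in vWAT.

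The paper names precursor genes in other experiments. In siH19 BAT cells at d3 all 8 such genes tested were higher, with a median log2 fold change of 0.73, and 7 were called. *Runx2* had a log2 fold change of 0.93, *Tgfb2* one of 0.88, *Ly6a* one of 0.85 and *Gata2* one of 0.80, and all 3 siH19 libraries lay above all 3 siCtrl libraries for each of the 8 genes.

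*Nnat* was lower in siH19 than in siCtrl BAT cells at d0 (log2 fold change -0.74, adjusted p = 0.021 from limma) and higher at d3 (0.73, adjusted p = 0.0038 from limma). No explanation was tested for this change of direction.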
